# The Spleen as a Target to Characterize Immunomodulatory Effects of Down-Stream Processed *Cyberlindnera jadinii* Yeasts in Atlantic Salmon Exposed to a Dietary Soybean Meal Challenge

**DOI:** 10.3389/fimmu.2021.708747

**Published:** 2021-08-20

**Authors:** Byron Morales-Lange, Jeleel Opeyemi Agboola, Jon Øvrum Hansen, Leidy Lagos, Ove Øyås, Luis Mercado, Liv Torunn Mydland, Margareth Øverland

**Keywords:** *Salmo salar*, transcriptomics, ELISA, secondary lymphoid organ, inactivated yeast, autolysed yeast

## Abstract

Aquaculture feeds have changed dramatically from being largely based on fishmeal (FM) towards increased use of plant protein sources, which could impact the fish’s immune response. In order to characterize immunomodulatory properties of novel functional ingredients, this study used four diets, one based on FM, a challenging diet with 40% soybean meal (SBM), and two diets containing 40% SBM with 5% of *Cyberlindnera jadinii* yeast exposed to different down-stream processing conditions: heat-inactivated (ICJ) or autolysation (ACJ). The immunomodulatory effects of the diets were analyzed in the spleen of Atlantic salmon after 37 days of feeding, using a transcriptomic evaluation by RNA sequencing (RNA-seq) and the detection of specific immunological markers at the protein level through indirect Enzyme-linked Immunosorbent Assay (indirect ELISA). The results showed that SBM (compared to FM) induced a down-regulation of pathways related to ion binding and transport, along with an increase at the protein level of pro-inflammatory cytokines such as tumor necrosis factor alpha (TNFα) and interferon gamma (IFNγ). On the other hand, while ICJ (compared to FM-group) maintain the inflammatory response associated with SBM, with higher levels of TNFα and IFNγ, and with an upregulation of creatine kinase activity and phosphagen metabolic process, the inclusion of ACJ was able to modulate the response of Atlantic salmon compared to fish fed the SBM-diet by the activation of biological pathways related to endocytosis, Pattern recognition receptor (PPRs)-signal transduction and transporter activity. In addition, ACJ was also able to control the pro-inflammatory profile of SBM, increasing Interleukin 10 (IL-10) levels and decreasing TNFα production, triggering an immune response similar to that of fish fed an FM-based diet. Finally, we suggest that the spleen is a good candidate to characterize the immunomodulatory effects of functional ingredients in Atlantic salmon. Moreover, the inclusion of ACJ in fish diets, with the ability to control inflammatory processes, could be considered in the formulation of sustainable salmon feed.

## Introduction

In aquaculture, the relationship between nutrition and immune system has been recognized as an important part of the fish production process, due to the maintenance of high production densities continuously faces challenges related to multi-stressor conditions such as infectious diseases and suboptimal nutrition (1). In addition, energy and nutrients provided by the feed are essential to maintain an optimal immune function (2). Future growth in aquaculture depends on feed ingredients that are capable of meeting nutritional needs and of improving the overall health of the fish (3).

The dietary composition of the salmon feed has shifted from marine ingredients such as fishmeal towards increased use of plant ingredients (4, 5). However, high inclusion of plant ingredients such as soybean meal, pea proteins and faba bean in diets for Atlantic salmon (*Salmo salar*) can have adverse effects on growth performance and fish health (6–9). In fish, it has already been described that these plant ingredients, due to an imbalanced nutritional composition, content of fiber and antinutritional factors (ANFs) (10, 11), can induce significant changes in gut-microbiome that affect the mucosal immunity, reducing its protective capacity or causing its overreaction, by increasing the secretion of antimicrobial peptides, immunoglobulins and muc-like proteins (3, 12–14). Considering this, solvent extracted soybean meal (SBM) has been used as a dietary challenge to study the impact of alternative ingredients and functional feed components on gut health. SBM has high level of ANFs, which can disrupt intestinal homeostasis and induce inflammation in the distal intestine, commonly referred to as SBM-induced enteritis (SBMIE) (6, 11, 15).

In recent years, novel microbial ingredients (MI), including bacteria and yeast, are gaining increasing interest as replacement for plant-based diets for salmonids (16, 17). Moreover, these ingredients have other properties beyond their nutritional values such as modulators of fish’s immune response (3, 18–22) through components that can be detected as microbial-associated molecular patterns (MAMPs) by pattern recognition receptors (PRRs) in the fish (3, 23, 24).

Furthermore, Grammes et al. (19) reported that the use of MI in feeds could counteract intestinal inflammation in Atlantic salmon. Nevertheless, feeding is a long-term process and its modulation capacity may not only occur locally in the intestine, but also systemically in active immune organs such as the spleen, since immunity has a wide range of cellular and molecular components that can act in an integrated and systemic way. In fish, the spleen has been considered the primordial secondary lymphoid organ with a key role in the antigen presentation processes and lymphocyte activation, promoting humoral immunity, by the cellular coordination of dendritic cells (DC) and with the specific induction of T cell proliferation (25, 26). In addition, in salmonids such as rainbow trout (*Oncorhynchus mykiss*), it has already been described that fish fed functional diets (with the inclusion of *Lentinula edodes*) were able to regulate the acute inflammatory profile in the spleen, reducing possible harmful responses after a LPS-challenge (27). This could be because splenic antigen-presenting cells (APC) would polarize T cells towards regulatory phenotypes, which are important to control the immune responses and in the maintenance of fish homeostasis (28).

Based on this background, the present study proposes the evaluation of the spleen response, as a target organ for the characterization of immunomodulatory effects of down-stream processed *Cyberlindnera Jadinii* in Atlantic salmon exposed to a dietary SBM challenge. To meet this goal, our methodology combines a transcriptomic evaluation by RNA sequencing (RNA-seq) with the specific detection of immunological markers at the protein level by indirect Enzyme-linked Immunosorbent Assay (indirect ELISA). This is in order to increase the knowledge about the modulation of the immune response in Atlantic salmon fed MI.

## Materials And Methods

### Experimental Design

Atlantic salmon with an average starting weight of 5.71 ± 0.06 g were sorted (at an initial stocking density of 3.21 kg/m^3^) into 100 L replicated tanks exposed to a 24 h-light regime and recirculated fresh water (15°C). Oxygen content of the water was measured throughout the experiment and was maintained at an average of 9.5 ± 0.5 mg L^-1^. Moreover, ammonia nitrogen in the recirculating system was kept below the toxic level for the fish, and no mortality or abnormal behavior in any of the fish was recorded in the experimental period.

In each tank, fish were fed for 37 days using one of the four experimental diets: fishmeal diet as a control diet (FM), 40% soybean meal diet as a challenging diet (SBM), and two diets with 40% SBM and 5% inclusion of *C. jadinii* after different downstream processes: heat-inactivated (ICJ) or autolysed (ACJ). *C. jadinii* yeast used in this experiment was produced by fed-batch fermentation using wood sugars as carbon source according to Lapeña et al. (29).

The diet composition was described in **Table 1** and each diet was formulated to meet the nutrient requirement of salmon and contain similar ratio of digestible protein to digestible energy (30). All diets were fed in 20% of excess based on the feed consumption of fish in each tank.

**Table 1:** Formulation and nutritional composition of experimental diets according to Agboola et al. (3).

	FM	SBM	ICJ	ACJ
Fishmeal^a^	433.4	161.4	158.4	158.4
Soybean meal^b^	0	400	400	400
Wheat gluten meal^c^	170	136	111	111
Yeast	–	–	50	50
Potato starch^d^	120	90	68	68
Fish oil^e^	130	130	130	130
Gelatin^f^	60	60	60	60
Cellulose	80	–	–	–
MCP^g^	0	10.0	10.0	10.0
Premix^h^	5.0	5.0	5.0	5.0
L-lysine^i^	–	3.0	3.0	3.0
DL-Methionine^j^	–	3.0	3.0	3.0
Choline chloride^k^	1.5	1.5	1.5	1.5
Yttrium oxide^l^	0.1	0.1	0.1	0.1
***Diet composition (analyzed)***				
Dry matter	924.3	906.5	899.8	914.3
Crude protein	496.6	477.8	474.1	479.4
Crude lipids	191.5	166.5	162.5	171.0
Ash	71.5	60.0	63.5	64.9
Gross Energy (MJ kg^-1^)	21.6	20.9	20.9	21.2
DP : DE^m^	23.0	22.9	22.7	22.6

^a^LT fishmeal, Norsildmel, Egersund, Norway; ^b^Soybean meal, Denofa AS, Fredrikstad, Norway; ^c^Wheat gluten, Amilina AB, Panevezys, Lithuania; ^d^Lygel F 60, Lyckeby Culinar, Fjälkinge, Sweden; ^e^NorSalmOil, Norsildmel, Egersund, Norway; ^f^Rousselot 250 PS, Rousselot SAS, Courbevoie, France; ^g^Monocalcium phosphate, Bolifor MCP-F, Oslo, Norway Yara; ^h^Premix fish, Norsk Mineralnæring AS, Hønefoss, Norway. Per kg feed; Retinol 3150.0 IU, Cholecalciferol 1890.0 IU, α-tocopherol SD 250 mg, Menadione 12.6 mg, Thiamin 18.9 mg, Riboflavin 31.5 mg, d-Ca-Pantothenate 37.8 mg, Niacin 94.5 mg, Biotin 0.315 mg, Cyanocobalamin 0.025 mg, Folic acid 6.3 mg, Pyridoxine 37.8 mg, Ascorbate monophosphate 157.5 g, Cu: CuSulfate 5H_2_O 6.3 mg, Zn: ZnSulfate 151.2 mg, Mn: Mn(II)Sulfate 18.9 mg, I: K-Iodide 3.78 mg, Ca 1.4 g; ^i^L-Lysine CJ Biotech CO., Shenyang, China; ^j^Rhodimet NP99, Adisseo ASA, Antony, France; ^k^Choline chloride, 70% Vegetable, Indukern SA., Spain; ^l^Y_2_O_3_. Metal Rare Earth Limited, Shenzhen, China. ^m^DP : DE, digestible protein: digestible energy ratio. Calculated using internal digestibility values of various ingredients.

FM, fishmeal-based; SBM, Soybean meal-based, ICJ, 40% SBM and 5% of inactivated C. jadinii; ACJ, 40% SBM and 5% of autolyzed C. jadinii (ACJ). Diet formulation and composition are expressed in g kg^-1^ unless otherwise stated.

After the 37-day feeding period, six fish were randomly selected, anesthetized using metacaine at 50 mg L^-1^ and killed with a sharp blow to the head per tank. The individual body weight of each fish was recorded. The final weight per dietary group was 26.01 g ± 0.30 (FM), 24.50 g ± 1.11 (SBM), 24.33 g ± 0.66 (ICJ), 23.53g ± 1.46 (ACJ). No significant differences were detected in the final weight of the fish among dietary groups.

For this study, the spleen of 40 fish was obtained (10 fish per dietary group from duplicated tanks). Then, for each dietary group, six spleen samples were stored frozen in liquid nitrogen (-80°C) until protein extraction and four spleen samples were immediately suspended in RNAlater and stored overnight in the refrigerator, and then kept at -80 °C until total RNA extraction.

The fish experiment was carried out in the Fish Laboratory of Norwegian University of Life Sciences (Ås, Norway) in accordance with the institutional (Permit No. 174) and national regulations for control of live animal experiments in Norway (Norwegian Animal Welfare Law and Norwegian Animal Experimentation Regulations derived from Directive 2010/63/EU).

### RNA-Seq

Total RNA was extracted from sixteen spleen samples (four per dietary group from duplicated tanks), using the RNeasy Mini Kit (Qiagen) following the supplier’s instructions. Then, each RNA sample was quantified using a NanoDrop TM 8000 spectrophotometer (Nanodrop Technologies). Later, RNA integrity was determined using Agilent Bioanalyzer 2100. All samples showed a RNA integrity number (RIN) ≥ 8. Library preparation and RNA-seq were performed by the Norwegian Sequencing Center (UiO, Norway), using TruSeq Stranded mRNA library prep and Illumina HiSeq 4000 System (150 bp paired-end RNA sequencing).

RNA-seq data analysis was performed according to Håkenåsen et al. (31). Raw reads were cleaned by BBDuk (v34.56) to trim/remove low quality reads, adapter sequences and PhiX (Illumina spike-in) using: ktrim = r, k = 23, mink = 11, hdist = 1, tbo, tpe, qtrim = r, trimq = 15, maq = 15, minlen = 36, forcetrimright = 149. Thereafter, cleaned reads were aligned to *Salmo salar* genome ICSASG_v2 (RefSeq assembly accession: GCF_000233375.1) by HISAT (v2.1.0). Fragments mapping were counted using featureCounts (v1.4.6-p1) and differentially expressed genes (DEGs) were estimated between diets using SARTools R package (v1.7.3). Significant DEGs were determined when the adjusted p value (padj) was < 0.05.

To characterize differentially expressed genes, functional classification was performed using Gene Ontology (GO) analysis by g:Profiler (32). To achieve this, *Salmo salar* genome database (Ensembl) and gene IDs (Entrezgene_ACC) from significant DEGs list were used. GO categories (g:SCS threshold 0.05) were displayed in –log_2_(*p*). In addition, EnrichmentMap v3.3 (33) in Cytoscape v3.81 (34) was used with default settings to visualize all diet comparisons in a single network of GO terms.

To further understand gene biological functions, significant DEGs and their expression values were used for Kyoto Encyclopedia of Genes and Genomes (KEGG) Pathway Enrichment Analysis among dietary groups (by clusterProfiler v3.16.1 package in R). Enriched pathways were selected (pvalueCutoff = 0.05) and displayed as -log_2_(*p*). Enrichment maps were obtained using emapplot (Enrichplot package v.1.8.1 in R).

### Detection of Immunological Markers

For the characterization of the immune response in the spleen of Atlantic salmon after a dietary challenge, biomarkers at the protein level were evaluated in six fish samples per dietary group (from duplicated tanks). Each sample was homogenized using metal beads and RIPA lysis buffer with protease inhibitor cocktail (1x). Then, the samples were centrifuged and total proteins were quantified from the supernatants using the Bicinchoninic acid protein assay kit (Pierce). Thereafter, indirect ELISA was performed following Morales-Lange et al. (35). Briefly, each sample was diluted in carbonate buffer (60 mM NaHCO_3_ pH 9.6) and seeded by duplicate in a 96-well plate (Nunc) at 50 ng μL^−1^ (100 μL) for overnight incubation (4°C). Next day, the plates were washed three times with PBS-Tween20 (PBST 0.2%) and incubated with 200 µL of blocking solution (per well) for 2 h at 37°C (Pierce Clear Milk Blocking Buffer 1x). After successive washes with PBST 0.2%, 100 μL of the primary antibody (**Table 2**) was incubated for 90 min at 37°C and later, a secondary antibody diluted 1:5000 (goat anti mouse IgG-HRP or mouse anti rabbit IgG-HRP) was incubated per well during 60 min at 37°C. Chromagen substrate 3,3′,5,5′-tetramethylbenzidine single solution (TMB, Thermofisher) was added (100 μL) and incubated for 20 min at room temperature (in dark). All reactions were stopped with 50 μL of 1 N sulfuric acid and finally the plates were read at 450 nm in a SpectraMax microplate reader. (Molecular Devices).

**Table 2:** Primary antibodies for indirect ELISA.

Marker	Source	Type	Dilution	Reference
CD3	Mouse	Monoclonal	1:400	(36)
CD4	Rabbit	Polyclonal	1:500	(37)
CD83	Rabbit	Polyclonal	1:200	(38)
IFNγ	Mouse	Polyclonal	1:400	(3)
IgD	Mouse	Monoclonal	1:400	(39)
IgM	Mouse	Monoclonal	1:400	(39)
IL-10	Mouse	Polyclonal	1:400	(40)
MHC II	Mouse	Polyclonal	1:400	(38)
TNFα	Mouse	Polyclonal	1:400	(3)
ZBTB46	Mouse	Polyclonal	1:400	**Supplementary Figure 1**

Results from indirect ELISA were expressed in fold change relative to SBM. GraphPad Prism 8 was used to display the data and calculate means, standard deviations, one-way ANOVA and Tukey’s test for multiple comparisons between diets. Furthermore, Corrplot package in R (41) was used to make correlations among diets. All significant differences were determined when p value was <0.05.

## Results

### Transcriptomics

DEGs number per diet comparison showed different patterns among groups (**Table 3**). 

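Spleen RNA of 16 Atlantic salmon was sequenced, from 4 fish on each of the 4 diets, after 37 days of feeding. FM was the fishmeal-based control diet, and SBM had soybean meal at 40%. Both yeast diets had soybean meal at 40% and the yeast Cyberlindnera jadinii at 5%, which was heat-inactivated in ICJ and autolyzed, that is, broken down by its own enzymes, in ACJ. The spleens came from duplicated tanks, and the sample labels do not give the tank of each fish. Diets were given by tank, while all tests here treat the 4 fish of a diet as independent. A difference between tanks can therefore not be told apart from one between diets. The authors trimmed the reads with BBDuk, aligned them to the ICSASG_v2 genome with HISAT and counted fragments per gene with featureCounts, and they deposited these counts per fish without normalization. According to the headers of the count tables, fragments were counted on the reverse strand. Fragments that matched several places in the genome, or that overlapped several genes, were left out, so the counts of gene copies with nearly identical sequences cover only their unique parts.

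The total count per fish on 79141 features was between 5758342 and 6829349 in FM (median 6188538.5), between 6466634 and 9100203 in SBM (median 6816575.5), between 6141251 and 7469715 in ICJ (median 6941292.5) and between 5032593 and 7414858 in ACJ (median 6795059.5). At these depths a floor of 3 counts corresponds to between 0.330 and 0.596 counts per 1000000 (CPM), a limit that covers counting error only. From the deposited counts, 28930 genes passed edgeR's expression filter and were scaled by its TMM method. All 16 fish entered one model with a mean for each diet, and each of the 6 diet comparisons was tested with edgeR's quasi-likelihood test at an adjusted p below 0.05 (Benjamini-Hochberg). Fold changes are given for the first diet of a comparison over the second, as log2 values. The spread between fish of one diet, as the common biological coefficient of variation, was 0.199. With this test the number of DEGs was 125 for FM|SBM, 68 for ACJ|FM, 3 for ICJ|FM and 0 for each of ICJ|SBM, ACJ|SBM and ACJ|ICJ.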

The highest differentiated gene expression occurred when fish fed FM were compared to those fed SBM (313 down-regulated, 448 up-regulated). 

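Among the 6 comparisons, FM against SBM gave the most DEGs in the edgeR quasi-likelihood test, with 32 genes higher and 93 lower in FM, and 4264 of the 28930 genes had an unadjusted p below 0.05. Among the settings chosen before the data were examined, DESeq2 on the same 16 fish raised this number most, to 731 genes, 381 of them higher in FM, and ACJ against FM then had 482. With each FM or SBM fish left out in turn, the number of DEGs was between 5 and 670, the highest without FM replicate 1. With the replicate number as a block in the model, 110 genes were called, 81 of them also called without the block. The deviations of same-numbered FM and SBM fish from their diet means had a mean correlation across genes of -0.133, against 0.044 for fish with different numbers.

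The genes with the largest changes, among those expressed at a mean log2 CPM of at least 1 and with no overlap between the 4 FM and the 4 SBM fish, were as follows. LOC106583420, an uncharacterized gene on chromosome 22 of ICSASG_v2 (43434699 to 43451571), had 12.7 ± 5.63 CPM (SD, n = 4 fish) in FM and 3.64 ± 0.712 in SBM, a log2 fold change of 1.80 (standard error 0.33, adjusted p = 0.0313 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). LOC106571111 on chromosome 15 (20056860 to 20066199) had a log2 fold change of 1.73 (standard error 0.35, adjusted p = 0.0400), and LOC106608004 on chromosome 1 (68880638 to 68972531) one of 1.55 (standard error 0.33, adjusted p = 0.0479). The largest falls in FM were those of LOC106568147 on chromosome 13 (90230866 to 90237464), with a log2 fold change of -1.59 (standard error 0.32, adjusted p = 0.0382), and LOC106585788 on chromosome 24 (32368407 to 32450695), with -1.53 (standard error 0.33, adjusted p = 0.0479). LOC106613588, which the paper's list names sphingosine 1-phosphate receptor 1, lies on chromosome 10 (13409189 to 13412833). It had 3.49 ± 1.73 CPM in FM and 8.86 ± 1.40 in SBM (SD, n = 4), a log2 fold change of -1.36 (standard error 0.24, adjusted p = 0.0252). Each of these 6 genes lost its call, at an adjusted p of 0.0871 or more, in at least 1 of the fits that left out 1 fish.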

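In the same model, ACJ against FM gave 68 DEGs, 41 higher and 27 lower in ACJ, with 4305 genes at an unadjusted p below 0.05. The comparison of ACJ with SBM gave 0 DEGs, with 1995 genes at an unadjusted p below 0.05 and a smallest adjusted p of 0.602. Both numbers depended on which fish entered the fit. When only the 8 fish of the 2 diets compared were fitted, 4 genes were called for ACJ|FM and 8 for ACJ|SBM, 5 of the 8 higher in ACJ. With each fish of the 2 diets left out in turn, ACJ|FM gave between 2 and 550 DEGs and ACJ|SBM gave 0 in all 8 fits. With the replicate number as a block, ACJ|SBM again gave 0 DEGs, with 1957 genes at an unadjusted p below 0.05, and the correlation of same-numbered ACJ and SBM fish was -0.102.

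The largest change for ACJ against FM, by the same rule of expression and non-overlap, was that of LOC106590361 on chromosome 29 of ICSASG_v2 (22809747 to 22823721), with 3.94 ± 1.42 CPM in ACJ and 1.44 ± 0.361 in FM (SD, n = 4), a log2 fold change of 1.47 (standard error 0.30, adjusted p = 0.0492 from edgeR's quasi-likelihood test). LOC106613704, C-C motif chemokine 25-like on chromosome 10 (17197168 to 17199725), followed with 37.5 ± 11.2 CPM in ACJ and 15.7 ± 4.57 in FM (SD, n = 4), a log2 fold change of 1.26 (standard error 0.24, adjusted p = 0.0492). The uncharacterized LOC106601354 on chromosome 1 (31602009 to 31615462) fell by 1.36 on the log2 scale in ACJ (standard error 0.26, adjusted p = 0.0354), and the uncharacterized LOC106607157 on chromosome 6 (33719651 to 33721638) fell by 1.09 (standard error 0.19, adjusted p = 0.0297). LOC106613235, F-BAR and double SH3 domains protein 2-like on chromosome 9 (131426071 to 131442683), fell by 1.01 (standard error 0.20, adjusted p = 0.0482). Leaving out 1 fish took the adjusted p of each of these 5 genes to 0.126 or more in at least 1 fit. In each of them the 4 SBM fish also lay outside the FM range, on the same side as ACJ, so these differences from FM were not limited to ACJ.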

A lower number of DEGs were observed in ACJ-group compared with both FM (230 DEGs down-regulated, 163 DEGs up-regulated) and SBM (95 DEGs down-regulated, 51 DEGs up-regulated). Moreover, in ICJ-fed fish, few numbers of DEGs relative to both FM (seven down-regulated, 21 up-regulated) and SBM (21 down-regulated and four up-regulated) were detected.

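For ICJ against FM, the quasi-likelihood test over all 16 fish called 3 genes, all higher in ICJ and all 3 in the paper's list, with 2678 genes at an unadjusted p below 0.05. LOC106563704, cytokine receptor common subunit gamma-like, lies on chromosome 11 of ICSASG_v2 (80842411 to 80850500). Its level was 56.1 ± 3.43 CPM (SD, n = 4 fish) in ICJ and 36.1 ± 3.83 in FM, a log2 fold change of 0.63 (standard error 0.08, adjusted p = 0.0107 from edgeR's quasi-likelihood test). LOC106608597, ependymin-like on chromosome 7 (10140149 to 10146471), had 345 ± 43.1 CPM in ICJ and 221 ± 27.0 in FM (SD, n = 4), a log2 fold change of 0.64 (standard error 0.10, adjusted p = 0.0296). With 1 fish left out, these genes lost their call in 3 and 4 of 8 fits, at adjusted p-values of up to 0.120 and 0.178. The other gene was kcrt, a creatine kinase. In each of the 3, all 4 ICJ fish were above all 4 FM fish, and with 1 ICJ or FM fish left out the number of DEGs was between 0 and 37. ICJ against SBM gave 0 DEGs, with 1446 genes at an unadjusted p below 0.05 and a smallest adjusted p of 0.301, and between 0 and 1 with 1 fish left out. DESeq2 on the 16 fish called 95 genes for ICJ|FM and 4 for ICJ|SBM.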

**Table 3:** Significant differentially expressed genes (DEGs) per diet-comparison.

Diet-comparison	Downregulated	Upregulated
FM|SBM	313	448
ICJ|FM	7	21
ICJ|SBM	21	4
ACJ|FM	230	163
ACJ|SBM	95	51
ACJ|ICJ	4	3

The comparison between the two diets with *C. jadinii* (ACJ and ICJ) only showed four down-regulated and three up-regulated DEGs. 

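No gene differed between ACJ and ICJ in the quasi-likelihood test (0 DEGs, smallest adjusted p of 0.715), while 1639 genes had an unadjusted p below 0.05. The paper's list holds 7 genes for this comparison. When the p-values are adjusted over these 7 alone, 6 pass 0.05, but the list was drawn from the same fish. LOC106596897, collagen alpha-1(XI) chain-like on chromosome 3 of ICSASG_v2 (4193218 to 4367779), had 41.7 ± 4.07 CPM in ACJ and 21.9 ± 5.63 in ICJ (SD, n = 4 fish), a log2 fold change of 0.93 (standard error 0.17, adjusted p = 0.715 over all genes). LOC106581934, protein FAM171B-like on chromosome 21 (21638607 to 21651765), and LOC100380654, periostin on chromosome 4 (80552406 to 80590898), were also higher in ACJ, with log2 fold changes of 0.85 (standard error 0.23) and 0.39 (standard error 0.11). Lower in ACJ were LOC106572807, tumor necrosis factor receptor superfamily member 5-like on chromosome 15 (94963568 to 94979084), with 6.01 ± 1.09 CPM against 18.6 ± 2.96 in ICJ (SD, n = 4; log2 fold change -1.62, standard error 0.37), and the uncharacterized LOC106567195 on chromosome 13 (40351060 to 40354922), with a log2 fold change of -0.99 (standard error 0.25).

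The remaining genes of the list were close to the detection floor in ACJ. LOC106582912, cadherin-4-like on chromosome 22 (16685696 to 16928337), had between 2 and 6 counts in the ACJ fish and 46, 62, 93 and 8 counts in ICJ replicates 1 to 4. LOC106583653, E3 ubiquitin-protein ligase RNF213-like on chromosome 22 (49891069 to 49951195), had 0 counts in all 4 ACJ fish. In ICJ it had 0 counts in replicates 1 and 3, 102 in replicate 2 and 512 in replicate 4, and it was at 0 in 3 of the 4 FM fish as well. In 6 of the 7 genes the 4 ACJ and 4 ICJ fish did not overlap (exact permutation test on log2 CPM, two-sided p = 0.0286 each, the smallest that 4 fish against 4 allow), and the exception was LOC106583653 (exact p = 0.429).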

Complete list of significant DEGs along with the name of each gene is attached in Supplementary File 2. In addition, RNA-seq raw data is available in Gene Expression Omnibus database (GEO-NCBI: GSE174262).

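Supplementary File 2 gives 1054 distinct gene IDs over the 6 comparisons, and 1053 of them were matched to the count tables, 825 by gene ID and 228 by symbol. Of the 125 genes called here for FM|SBM, 111 are in the paper's list of 759 genes for that comparison. The overlap was 65 of 68 genes for ACJ|FM and 3 of 3 for ICJ|FM. For 734 of the 753 tested genes in the FM|SBM list the unadjusted p was below 0.05 in the 16-fish model, and the same held for 371 of 387 genes for ACJ|FM, 92 of 145 for ACJ|SBM and 6 of 7 for ACJ|ICJ. These lists were drawn from the same fish, so the overlap gives no independent test of them. In the model, 444 genes of the FM|SBM list were higher and 309 lower in FM, 159 of the ACJ|FM list were higher and 228 lower in ACJ, and 95 of the ACJ|SBM list were higher and 50 lower in ACJ.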

#### Gene Ontology

DEG classification by Gene Ontology using three categories (molecular function, biological processes and cellular components) showed 26 overrepresented GO terms (18 upregulated and 8 downregulated) in FM compared to SBM (FM|SBM, **Figure 1**). 

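The assignment of genes to GO terms is not analysed here. In its place, 15 groups of genes were formed from the gene names in the paper's lists, each for a term the paper reports, and each group was tested as a whole with fry, edgeR's directional set test, in the 16-fish model (16 tests, Benjamini-Hochberg adjustment). Because the names come from genes the paper called in these fish, a difference in a group describes those genes and gives no independent test of the term. All 15 hemoglobin genes were higher in FM than in SBM, with a mean log2 fold change of 1.41 (adjusted p = 0.0182). The means per fish of the log2 CPM over these genes were between 8.55 and 9.74 in FM and between 7.31 and 8.17 in SBM, with no overlap (exact permutation test, two-sided p = 0.0286, adjusted to 0.0327 over the 16 tests). With each FM or SBM fish left out in turn, the mean log2 fold change was between 1.10 and 1.56, and the adjusted p was above 0.05 in 1 of the 8 fits, at 0.0540. With the replicate number as a block, it was 1.29 (adjusted p = 0.0157).

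The 2 hemoglobin genes with the highest mean CPM were LOC106607372, a hemoglobin subunit beta-like gene on chromosome 6 of ICSASG_v2 (34553872 to 34554831), and LOC100136576, beta globin on chromosome 3 (63653656 to 63673010). LOC106607372 had 13536 ± 4680 CPM in FM and 5951 ± 1440 in SBM (SD, n = 4 fish), a log2 fold change of 1.19 (standard error 0.37, adjusted p = 0.165 over all genes). LOC100136576 had a log2 fold change of 1.13 (standard error 0.38, adjusted p = 0.193). Hemoglobin genes are near-identical copies, and the counts cover only fragments that matched 1 copy.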

The analysis showed that the up-regulated terms in FM were mainly associated with ion binding, transporter and metabolic activity, while down-regulated GO terms were related to semaphorin activity, biological adhesion and cell adhesion. 

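For the transporter terms, both tested Rh ammonium transporter genes were higher in FM, with a mean log2 fold change of 1.21 (adjusted p = 0.0182 from fry). In ICJ replicates 1 to 4 their mean log2 CPM was 5.46, 4.56, 6.24 and 6.50. The hemoglobin genes had the same order there (8.31, 7.21, 8.95 and 9.44), so these may not be separate results. LOC106571195, ammonium transporter Rh type A-like on chromosome 15 of ICSASG_v2 (23737687 to 23753393), had 145 ± 51.2 CPM in FM and 60.5 ± 15.8 in SBM (SD, n = 4), a log2 fold change of 1.25 (standard error 0.39, adjusted p = 0.164 from edgeR's quasi-likelihood test). LOC100136438, RhAG-like protein on chromosome 1 (20732853 to 20737099), had a log2 fold change of 1.16 (standard error 0.37, adjusted p = 0.171). Of 11 amino acid biosynthesis genes, 9 were higher in FM, with a mean log2 fold change of 0.47 (adjusted p = 0.00358 from fry). Among these, shmt2, serine hydroxymethyltransferase 2 on chromosome 12 (82136982 to 82169862), had 92.5 ± 13.3 CPM in FM and 49.5 ± 4.52 in SBM (SD, n = 4), a log2 fold change of 0.90 (standard error 0.12, adjusted p = 0.00625), and it stayed at an adjusted p of 0.0357 or less with each fish left out. LOC106580346, S-adenosylmethionine synthase isoform type-2-like on chromosome 20 (26498292 to 26504196), entered the group through its name although it is not an amino acid synthesis enzyme, and had a log2 fold change of 1.07 (standard error 0.27, adjusted p = 0.103).

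For the semaphorin term, all 7 plexin and neuropilin genes were lower in FM, with a mean log2 fold change of -0.41 (adjusted p = 6.9e-05 from fry). Plexins and neuropilins are the receptors of semaphorins. LOC106571875, plexin-D1-like on chromosome 15 (58715116 to 58829603), had 133 ± 19.0 CPM in FM and 178 ± 15.9 in SBM (SD, n = 4), a log2 fold change of -0.43 (standard error 0.09, adjusted p = 0.0477), with 1 FM fish inside the SBM range and no call in 7 of the 8 fits with a fish left out. LOC106609289, plexin-C1-like on chromosome 7 (39265294 to 39289643), had a log2 fold change of -0.38 (standard error 0.09, adjusted p = 0.0595). For cell adhesion, 7 of 9 cadherin genes were lower in FM (mean log2 fold change -0.27, adjusted p = 0.00672 from fry). The best expressed were LOC106587272, B-cadherin-like on chromosome 26 (15163067 to 15179750), with a log2 fold change of -0.37 (standard error 0.11, adjusted p = 0.123), and LOC106561988, cadherin-11-like on chromosome 11 (10963652 to 11041411), with -0.25 (standard error 0.08, adjusted p = 0.171).

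With the replicate number as a block, the mean log2 fold change was 1.15 for the Rh genes, 0.44 for the amino acid biosynthesis genes, -0.41 for the plexin and neuropilin genes and -0.27 for the cadherin genes, each with an adjusted p of 0.0157 or less. Groups formed by gene symbol from all genes in the count tables, a choice made after seeing the data, kept their direction in these 4 cases. For the Rh genes the group by symbol gave the same mean (1.21 over 2 genes) and p as the group by name, so it was no separate check. The 11 cadherin genes grouped by symbol had a mean log2 fold change of -0.03 and an adjusted p of 0.180.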

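The 28 genes of the paper's ICJ|FM list could all be tested in the 16-fish model. Of these, 21 were higher and 7 lower in ICJ, all 28 with an unadjusted p below 0.05 and a median adjusted p of 0.143 from edgeR's quasi-likelihood test. The 25 genes of the ICJ|SBM list could also be tested, and their median adjusted p was 0.967.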

The same analysis comparing ICJ with both control diets showed only overrepresented GO terms (up-regulated) for ICJ compared to FM (ICJ|FM, **Figure 2A**). In this case, ICJ showed seven significant GO terms related to phosphagen metabolic and biosynthetic process. In addition, when comparing ACJ with FM (ACJ|FM, **Figure 2B**), the results showed one GO term up-regulated in ACJ (carbon-carbon lyase activity). 

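Phosphagens such as phosphocreatine are made by creatine kinases, and 4 creatine kinase genes are named in the paper's lists. The gene kcrt (creatine kinase, testis isozyme), on chromosome 9 of ICSASG_v2 (26169091 to 26173503), had 102 ± 14.1 CPM in ICJ and 54.6 ± 9.66 in FM (SD, n = 4 fish), a log2 fold change of 0.90 (standard error 0.13, adjusted p = 0.0201 from edgeR's quasi-likelihood test). All 4 ICJ fish were above all 4 FM fish, and with each fish left out the log2 fold change was between 0.80 and 1.00, while the gene lost its call in 5 of the 8 fits, at an adjusted p of up to 0.138. The next in expression, ckm2 (creatine kinase-2) on chromosome 4 (61713296 to 61721514), went the other way, with 40.6 ± 20.5 CPM in ICJ and 70.2 ± 11.4 in FM (SD, n = 4), a log2 fold change of -0.78 (standard error 0.35, adjusted p = 0.516). Over the 4 genes, 2 were higher and 2 lower in ICJ, and the mean log2 fold change was 0.16 (adjusted p = 0.0182 from fry). The mean log2 CPM per fish did not separate the diets (exact permutation test, two-sided p = 0.371, n = 4 fish per diet). When the group was formed by gene symbol, after seeing the data, all 3 genes were lower in ICJ and the mean log2 fold change was -1.27 (adjusted p = 0.177). That group does not hold kcrt, which was higher in ICJ, so it is not a second look at the same genes. In ACJ, kcrt stood higher still, at 119 ± 14.8 CPM (SD, n = 4). The 4 SBM fish, between 81.3 and 99.0 CPM, were also all above the FM fish, so the rise over FM was not limited to the yeast diets.

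**Figure D1:**
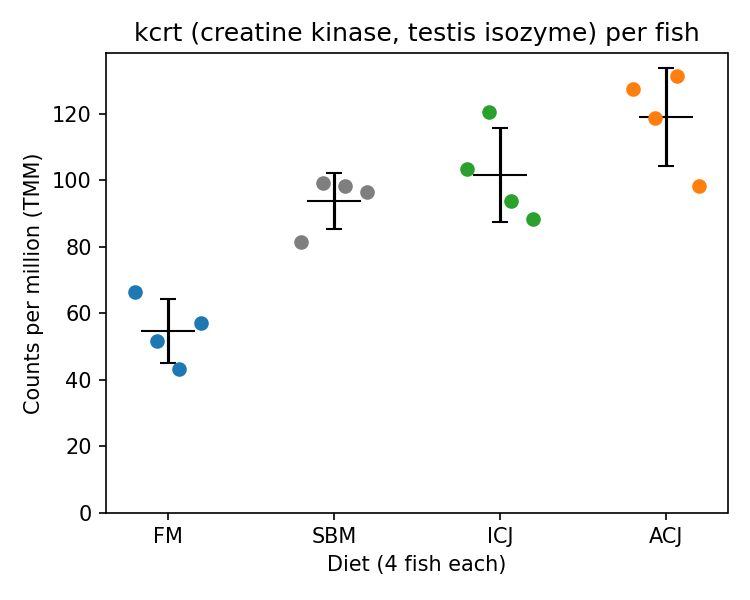
CPM of kcrt (TMM-scaled, vertical axis from 0) in each of the 4 fish of every diet; points are fish, and the bar with whiskers is the mean ± SD. The ICJ fish lie between 88.4 and 120.6 CPM and the ACJ fish between 98.3 and 131.4, above the FM fish, which lie between 43.3 and 66.4. The SBM fish, between 81.3 and 99.0, also lie above the FM fish and overlap the ICJ fish.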

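Enzymes with carbon-carbon lyase activity, such as aldolases, split bonds between carbon atoms. The 3 genes of this kind named in the paper's lists were all higher in ACJ than in FM, with a mean log2 fold change of 0.38 (adjusted p = 6.9e-05 from fry). Their mean log2 CPM per fish was between 6.91 and 7.08 in ACJ and between 6.54 and 6.69 in FM. It was between 6.85 and 7.01 in SBM and between 6.73 and 6.93 in ICJ. All these fish were above the FM fish, so the rise was not limited to ACJ. The gene aldoa, fructose-bisphosphate aldolase A on chromosome 3 of ICSASG_v2 (51093248 to 51105749), had 263 ± 18.4 CPM in ACJ and 205 ± 14.1 in FM (SD, n = 4 fish), a log2 fold change of 0.36 (standard error 0.07, adjusted p = 0.0354 from edgeR's quasi-likelihood test), and lost its call in 6 of the 8 fits with a fish left out. Its paralog LOC106583908, fructose-bisphosphate aldolase A-like on chromosome 23 (2081619 to 2096214), had 226 ± 5.90 CPM in ACJ and 187 ± 13.5 in FM (SD, n = 4), a log2 fold change of 0.27 (standard error 0.07, adjusted p = 0.0845). With symbols in place of names, a choice made after seeing the data, 8 of 11 genes were higher in ACJ (mean log2 fold change 0.14, adjusted p = 0.0273).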

On the other hand, the comparison between ACJ and SBM (ACJ|SBM, **Figure 2C**) showed two down-regulated terms (associated to intrinsic apoptotic signaling pathway) and 11 up-regulated terms in ACJ. 

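For the down-regulated terms, 8 genes of the intrinsic apoptotic pathway are named in the paper's lists. Of these, 5 were lower and 3 higher in ACJ than in SBM, with a mean log2 fold change of -0.57 (adjusted p = 0.0188 from fry). The mean log2 CPM per fish was between 4.23 and 4.45 in ACJ and between 4.66 and 5.09 in SBM (exact permutation test, two-sided p = 0.0286, adjusted to 0.0327). In a model with the replicate number as a block, the mean log2 fold change was -0.61 (adjusted p = 0.0195). The best expressed genes went in opposite directions. LOC106573173, homeodomain-interacting protein kinase 2-like on chromosome 16 of ICSASG_v2 (14821440 to 14921573), had 176 ± 12.3 CPM in ACJ and 145 ± 18.0 in SBM (SD, n = 4 fish), a log2 fold change of 0.28 (standard error 0.25, adjusted p = 0.848 from edgeR's quasi-likelihood test). LOC106581167, hypermethylated in cancer 1 protein-like on chromosome 20 (59382593 to 59396808), had 41.8 ± 9.00 CPM in ACJ and 66.3 ± 10.8 in SBM (SD, n = 4), a log2 fold change of -0.67 (standard error 0.23, adjusted p = 0.702). A group of 13 apoptosis genes formed by symbol, chosen after seeing the data, had the opposite direction, with a mean log2 fold change of 0.12 (adjusted p = 0.0748).

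For the up-regulated terms, the 4 genes of band 3 anion exchange proteins, which carry chloride and bicarbonate across the membrane of red blood cells, were all higher in ACJ, with a mean log2 fold change of 0.78 (adjusted p = 0.105 from fry). All 4 ACJ fish were above all 4 SBM fish in their mean log2 CPM (exact permutation test, two-sided p = 0.0286). In ICJ replicates 1 to 4 this mean was 6.82, 5.93, 7.83 and 8.07, in the same order as the hemoglobin genes (8.31, 7.21, 8.95 and 9.44). The band 3 difference may thus not be separate from that of the hemoglobin genes. In the model with this block, by replicate number, the mean log2 fold change was 0.79 (adjusted p = 0.0818), and with only the 8 fish of these diets in the model it was 0.78 (adjusted p = 0.0158). LOC106606869 on chromosome 6 (24436723 to 24439629) had 265 ± 10.8 CPM in ACJ and 161 ± 47.9 in SBM (SD, n = 4), a log2 fold change of 0.72 (standard error 0.47, adjusted p = 0.787), and LOC106606856 on the same chromosome (23783006 to 23791308) had 0.71 (standard error 0.45, adjusted p = 0.783).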

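No gene was a DEG in both FM|SBM and ACJ|SBM in the 16-fish model (0 shared), since ACJ|SBM had none at an adjusted p below 0.05. With the replicate number as a block, or with only the 8 fish of each comparison in this test, the number shared was also 0. It was 1 with DESeq2 on the 16 fish. In settings added after seeing the data, it was 70 with DESeq2 and 19 with edgeR's likelihood ratio test on only 8 fish. With the share of pancreas transcripts as a covariate it was 6, and with that of hemoglobin transcripts 0. Of the 125 genes called for FM|SBM, 110 moved in the same direction in ACJ|SBM. Their median change was 0.58 on the log2 scale in FM|SBM and 0.16, in the same direction, in ACJ|SBM. In ICJ|SBM, 122 of the 125 moved in the same direction, with a median of 0.24. The SBM fish are the second group in each of these comparisons, so their deviations enter all of them alike.

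**Figure D2:**
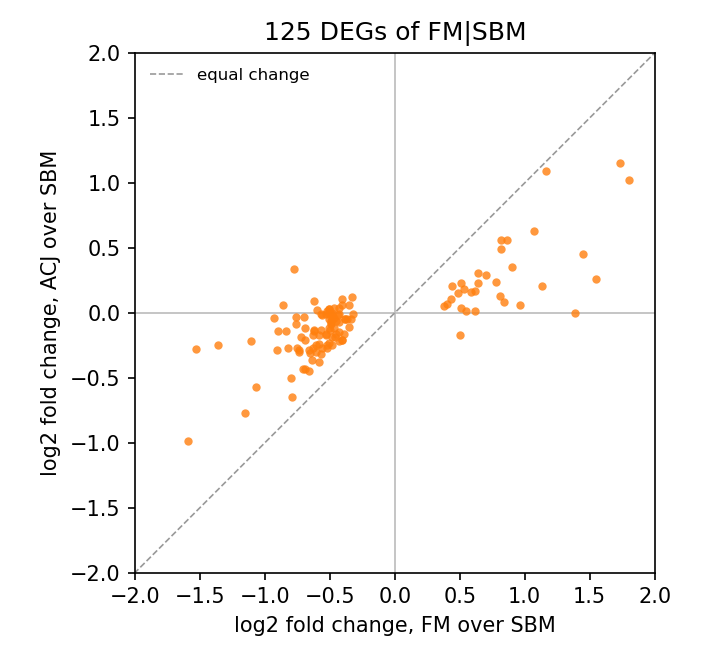
Log2 fold changes of the 125 DEGs of FM|SBM (horizontal axis, FM over SBM) against the same genes in ACJ over SBM (vertical axis); each point is a gene and the dashed line marks equal change. Of the 125 genes, 110 have the same sign on both axes, and most lie closer to 0 on the vertical axis.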

Interestingly, the up-regulated terms observed in ACJ compared to SBM were similar to when FM was compared to SBM (molecular binding and gas transporter activity). The analysis between ACJ and ICJ did not show differentially significant GO terms.

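Gene groups were tested only for comparisons in which the paper reports their terms, and ACJ|ICJ had none. The number of DEGs stayed between 0 and 1 with each ACJ or ICJ fish left out, and was 0 with the replicate number as a block, without the expression filter and with RLE in place of TMM scaling.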

**Figure 1:**
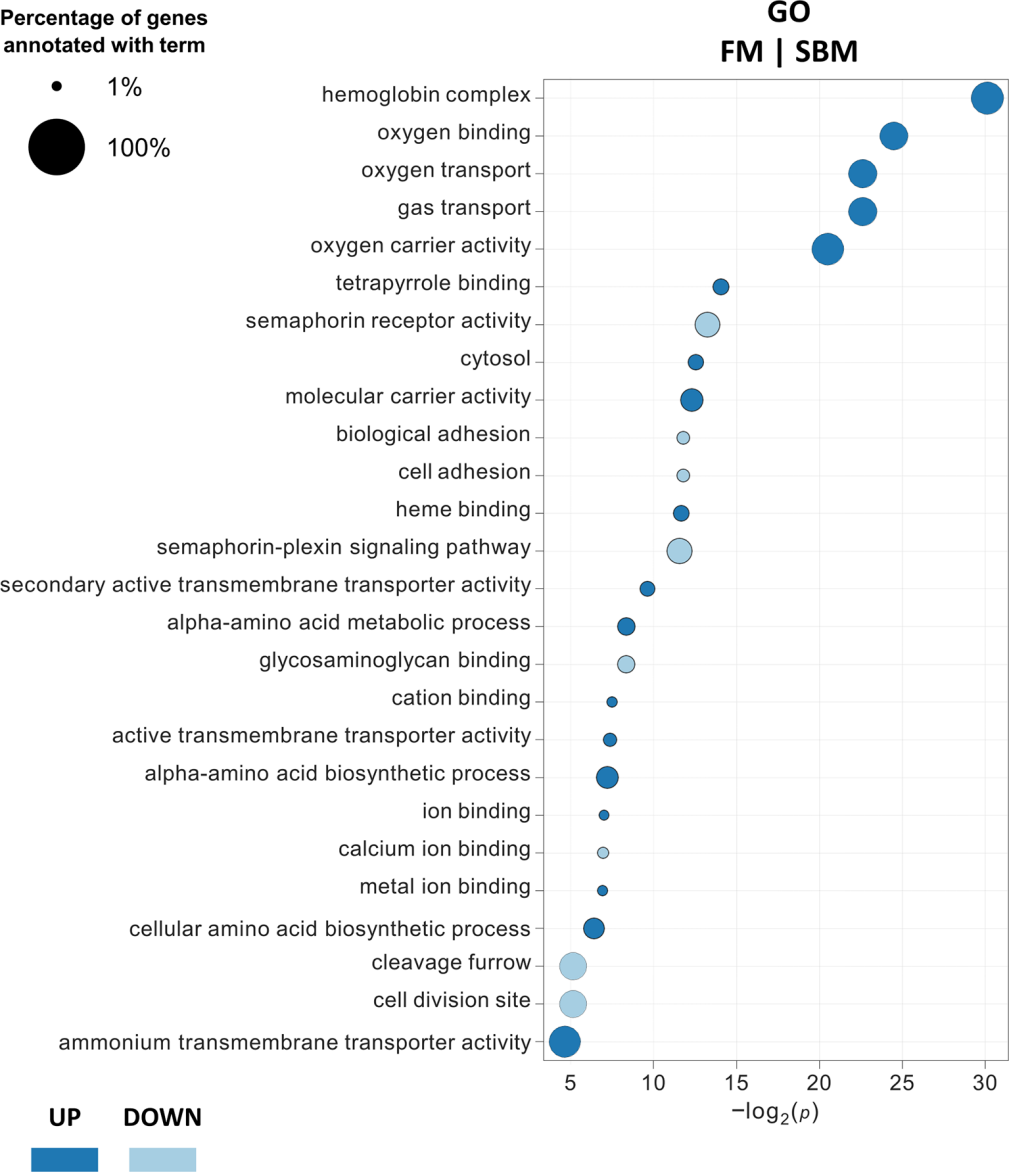
Significantly enriched gene ontology (GO) terms (minGSSize = 3) in spleen of fish fed FM diet compared to SBM. The list is ordered by -log_2_(*p*). Up, up-regulated (in blue); Down, down-regulated (in light blue).

**Figure 2:**
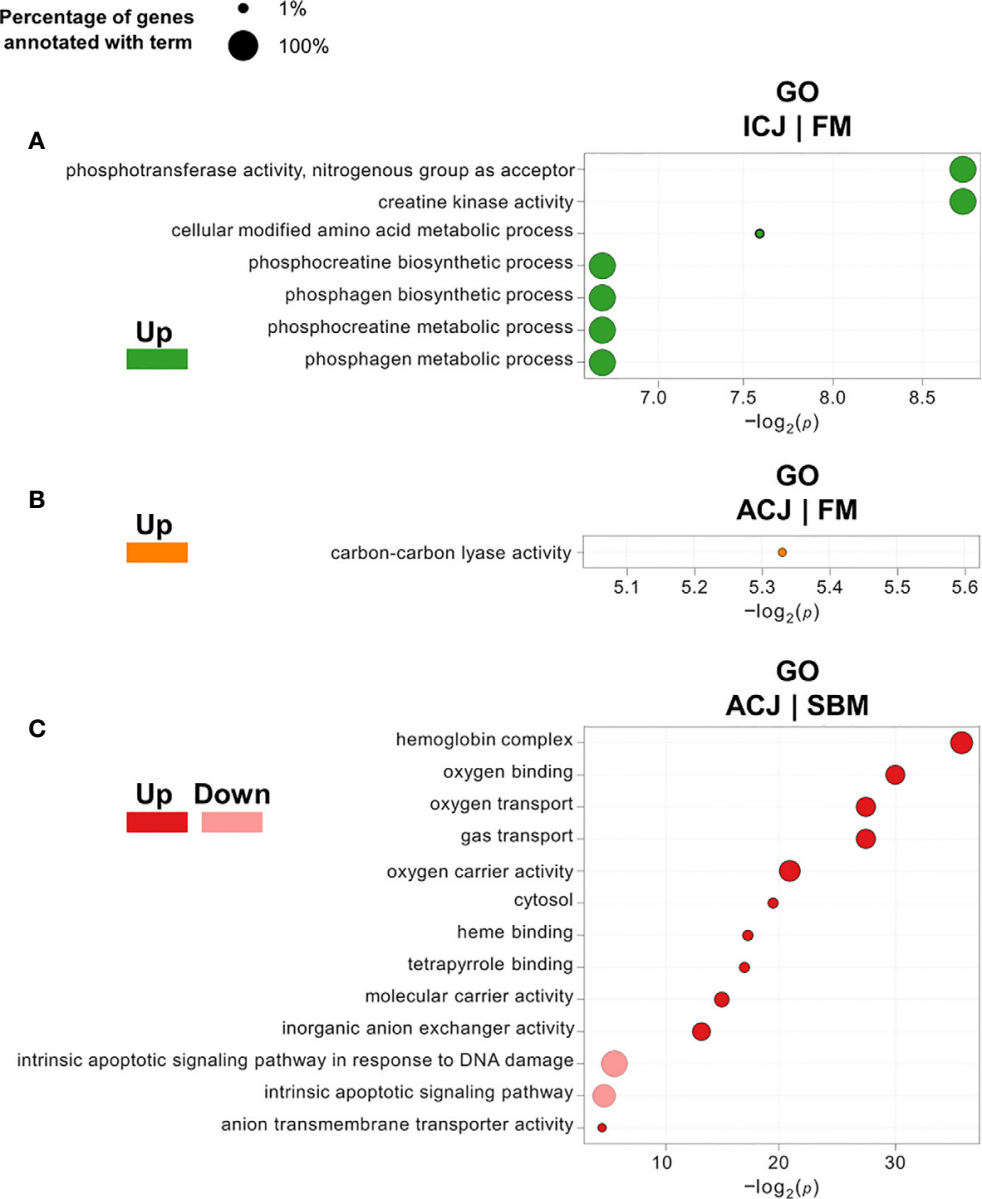
Significantly enriched gene ontology (GO) terms (minGSSize = 3) in spleen of fish fed *C. jadinii* diets compared to control diets (FM and SBM). The list is ordered by -log_2_(*p*). **(A)** GO terms in ICJ compared to FM. Up, up-regulated (in green). **(B)** GO terms in ACJ compared to FM. Up, up-regulated (in orange). **(C)** GO terms in ACJ compared to SBM. Up, up-regulated (in red); Down, down-regulated (in pink).

By grouping the GO terms detected (from different diet comparisons) in a network (**Figure 3**), we observed that FM and ACJ (compared to SBM) share similarities associated with the up-regulation of tetrapyrrole binding, oxygen transport, oxygen carrier activity, hemoglobin complex, heme binding, gas transport, molecular carrier activity, oxygen binding and cytosol. Furthermore, it was possible to determine that FM compared to SBM (FM|SBM) was related to ICJ compared to FM (ICJ|FM) through ion binding.

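For the oxygen transport and hemoglobin terms, the hemoglobin genes were examined. These took 4.66% ± 1.48 (SD, n = 4 fish) of all counts in FM, 2.21% ± 0.533 in SBM, 3.64% ± 1.90 in ICJ and 3.43% ± 0.200 in ACJ. The highest SBM fish, at 2.62%, lay below the lowest FM fish (3.07%) and the lowest ACJ fish (3.14%), while the ICJ fish spread from 1.33% to 5.78%, across the other diets. From counting error alone, the 95% Wilson interval of the highest share, that of FM replicate 4, was from 6.31% to 6.35%. All 15 hemoglobin genes were higher in ACJ than in SBM, with a mean log2 fold change of 0.69 (adjusted p = 0.105 from fry, with the exact permutation test on the means per fish at a two-sided p of 0.0286, n = 4 fish per diet). It was 0.67 with the replicate number as a block (adjusted p = 0.0947), and in a model of only the ACJ and SBM fish it was 0.68 (adjusted p = 0.0152). LOC106607372 had 9796 ± 643 CPM in ACJ (SD, n = 4), between its levels in SBM and FM, and a log2 fold change over SBM of 0.72 (standard error 0.37, adjusted p = 0.746 from edgeR's quasi-likelihood test). For LOC100136576 this log2 fold change was 0.71 (standard error 0.38, adjusted p = 0.749). From the terms that both comparisons share, the paper states that FM and ACJ resemble each other in oxygen and gas transport relative to SBM.

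**Figure D3:**
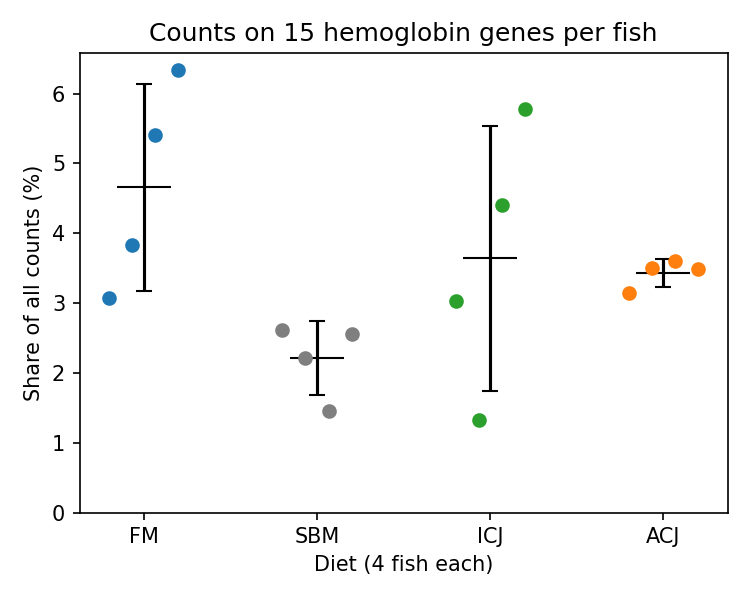
Share of all counts on the 15 hemoglobin genes, in percent (vertical axis from 0), in each of the 4 fish of every diet; points are fish, and the bar with whiskers is the mean ± SD. The 4 SBM fish lie between 1.46% and 2.62%, below every FM fish (3.07% to 6.33%) and every ACJ fish (3.14% to 3.60%), and the ICJ fish lie between 1.33% and 5.78%.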

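The 3 genes called for ICJ|FM were also called for FM|SBM, in the opposite direction. In FM over SBM, the log2 fold change was -0.78 for kcrt (adjusted p = 0.0177 from edgeR's quasi-likelihood test), -0.53 for LOC106563704 (adjusted p = 0.0177) and -0.74 for LOC106608597 (adjusted p = 0.00625). Between ICJ and SBM these genes differed little, with log2 fold changes of 0.11, 0.11 and -0.10 and adjusted p-values of 0.967 or more. The FM fish are part of both comparisons, so that a deviation of these fish enters them with opposite signs.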

**Figure 3:**
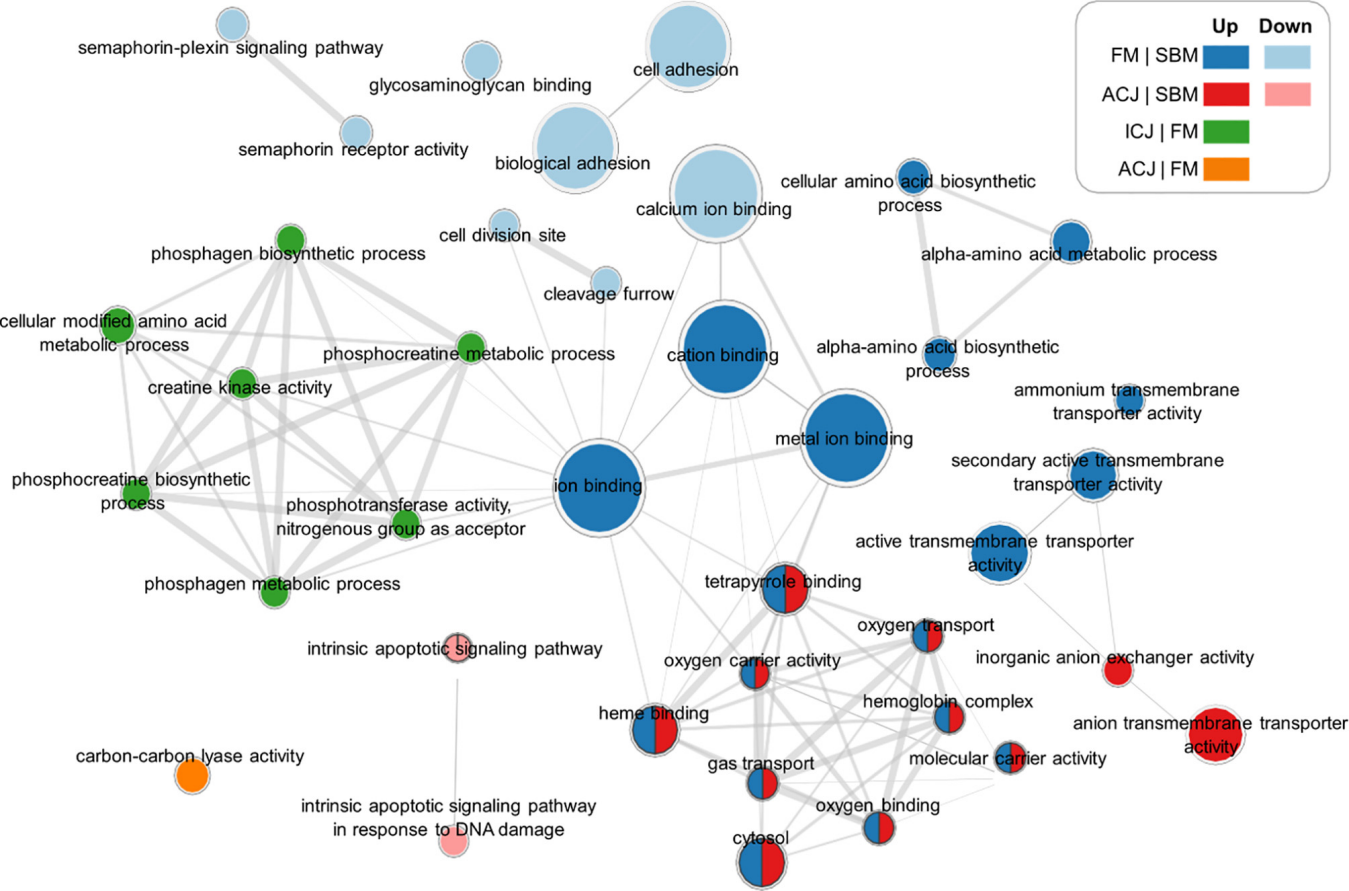
Significant networks of enriched GO terms related to comparisons between different diets. FM|SBM: Up (up-regulated in blue), Down (down-regulated in light blue). ICJ|FM: Up (up-regulated in green). ACJ|FM: Up (up-regulated in orange). ACJ|SBM: Up (up-regulated in red), Down (down-regulated in pink).

#### KEGG Pathway Analysis

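In place of the KEGG annotation, which is not analysed here, genes were grouped by name. Of the peroxisome and antioxidant genes named in the paper's lists, 4 could be tested, and all 4 were higher in FM than in SBM, with a mean log2 fold change of 1.02 (adjusted p = 0.0181 from fry). Their mean log2 CPM per fish was between 6.05 and 7.01 in FM and between 5.22 and 5.71 in SBM. In ICJ replicates 1 to 4 it was 6.00, 5.21, 6.42 and 6.67, in the same order as the hemoglobin genes (8.31, 7.21, 8.95 and 9.44). The difference may thus not be separate from that of the hemoglobin genes. LOC106586175, catalase-like on chromosome 2 of ICSASG_v2 (41014705 to 41031208), had 153 ± 63.0 CPM in FM and 57.5 ± 11.3 in SBM (SD, n = 4 fish), a log2 fold change of 1.41 (standard error 0.40, adjusted p = 0.134 from edgeR's quasi-likelihood test). The gene prdx1, peroxiredoxin 1 on chromosome 2 (54487515 to 54491920), had 175 ± 45.2 CPM in FM and 101 ± 16.4 in SBM (SD, n = 4), a log2 fold change of 0.79 (standard error 0.26, adjusted p = 0.180). The mean log2 fold change of the 4 genes with the replicate number as a block was 0.96 (adjusted p = 0.0141). When 30 peroxisome genes were taken by symbol from all genes in the count tables, after seeing the data, 20 were higher and 10 lower in FM, with a mean log2 fold change of 0.09 (adjusted p = 0.112).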

Pathway analyses according to KEGG showed that DEGs from FM compared with SBM (FM|SBM, **Figure 4A**) were related to five activated KEGG terms: biosynthesis of cofactors, peroxisome, herpes simplex virus 1 infection, carbon metabolism and metabolic pathways. Using these data, the association network showed that four of the five KEGG terms (except herpes simplex virus 1 infection) were related (**Figure 4B**). Moreover, DEGs from ICJ, compared to FM (ICJ|FM, **Figure 4C**), showed only a significant activation of metabolic pathways. 

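Genes of metabolic pathways as a whole were not grouped here. Among the 3 DEGs of ICJ|FM, the creatine kinase gene kcrt is the only one that encodes an enzyme by its name. Of the 95 genes that DESeq2 called for ICJ|FM on the same 16 fish, 71 were higher and 24 lower in ICJ, and they included all 3.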

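Of the 25 genes in the paper's list for ICJ|SBM, 4 were higher and 21 lower in ICJ in the 16-fish model, and 24 had an unadjusted p below 0.05 in the quasi-likelihood test. None had an adjusted p below 0.05 over all 28930 genes.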

The comparison between ICJ and SBM did not show any significant KEGG terms.

**Figure 4:**
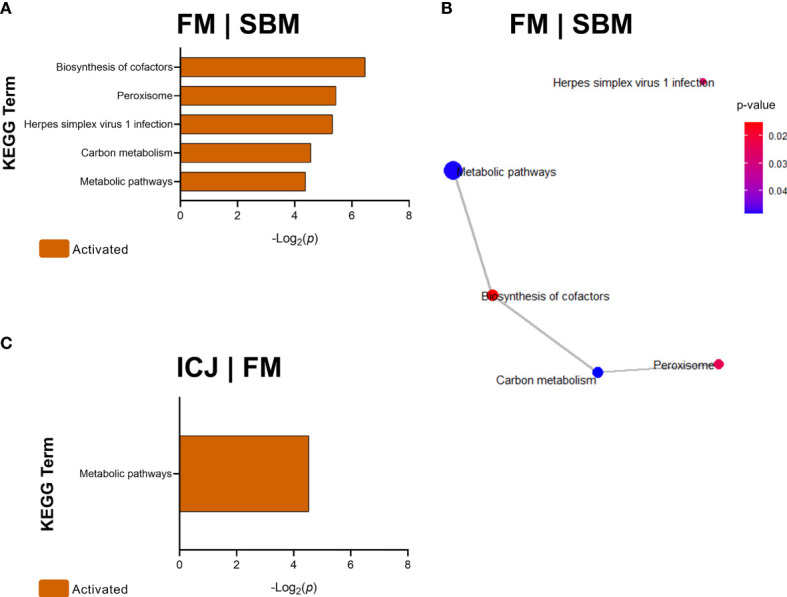
KEGG Pathway Enrichment Analysis of DEGs (minGSSize = 3) from spleen in fish fed FM compared to SBM (FM|SBM) and ICJ compared to FM (ICJ|FM). List ordered by -Log_2_(*p*). **(A)** Significant KEGG terms in FM compared to SBM. **(B)** KEGG network analysis between FM and SBM. **(C)** Significant KEGG terms in ICJ compared to FM.

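The genes grouped by name for these pathways differed in size and direction between ACJ and FM. Of 6 arginine and proline metabolism genes, which include the creatine kinases, 4 were higher in ACJ, with a mean log2 fold change of 0.43 (adjusted p = 3.3e-04 from fry). The creatine kinase gene kcrt had a log2 fold change over FM of 1.13 (standard error 0.13, adjusted p = 0.00167 from edgeR's quasi-likelihood test), with an adjusted p of 0.0241 or less with each fish left out. LOC106590486, diamine acetyltransferase 1-like on chromosome 29 of ICSASG_v2 (27086547 to 27089206), went the other way, with a log2 fold change of -0.22 (standard error 0.10, adjusted p = 0.306).

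Of 10 genes of the ECM-receptor interaction, 6 were higher in ACJ, with a mean log2 fold change of 0.25 (adjusted p = 0.0529 from fry). The mean log2 CPM per fish overlapped between the diets (exact permutation test, two-sided p = 0.143, n = 4 fish per diet). LOC106581666, collagen alpha-3(VI) chain-like on chromosome 21 (6131040 to 6228916), had 544 ± 85.2 CPM in ACJ and 380 ± 69.6 in FM (SD, n = 4), a log2 fold change of 0.52 (standard error 0.17, adjusted p = 0.181). LOC106597294, collagen alpha-1(VI) chain-like on chromosome 3 (7701392 to 7744304), had a log2 fold change of 0.51 (standard error 0.16, adjusted p = 0.154). Of 6 phagosome genes, 5 were higher in ACJ, with a mean log2 fold change of 0.21 (adjusted p = 3.3e-04 from fry). Here mrc1, mannose receptor C-type 1 on chromosome 29 (11837790 to 11855027), had 1301 ± 70.3 CPM in ACJ and 931 ± 118 in FM (SD, n = 4), a log2 fold change of 0.48 (standard error 0.10, adjusted p = 0.0431), a call it lost in 6 of the 8 fits with a fish left out. The SBM fish (1311 to 1779 CPM) and the ICJ fish (1161 to 1395) were also all above the FM fish, so this rise was not limited to ACJ. For the 6 genes together, the SBM fish (6.48 to 6.75 in mean log2 CPM) overlapped the FM fish (6.42 to 6.67). The remaining gene, LOC106566109, tubulin beta-6 chain-like on chromosome 12 (81690029 to 81694457), was lower in ACJ, with 169 ± 5.01 CPM against 271 ± 108 in FM (SD, n = 4; log2 fold change -0.68, standard error 0.38, adjusted p = 0.438). Salmonella infection genes were not grouped.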

In **Figure 5A**, DEGs from ACJ compared to FM (ACJ|FM) showed the activation of 3 KEGG terms: arginine and proline metabolism, ECM-receptor interaction and phagosome, and the suppression of salmonella infection-pathway. However, the analysis of interactions from these pathways did not show close relationships (**Figure 5B**).

**Figure 5:**
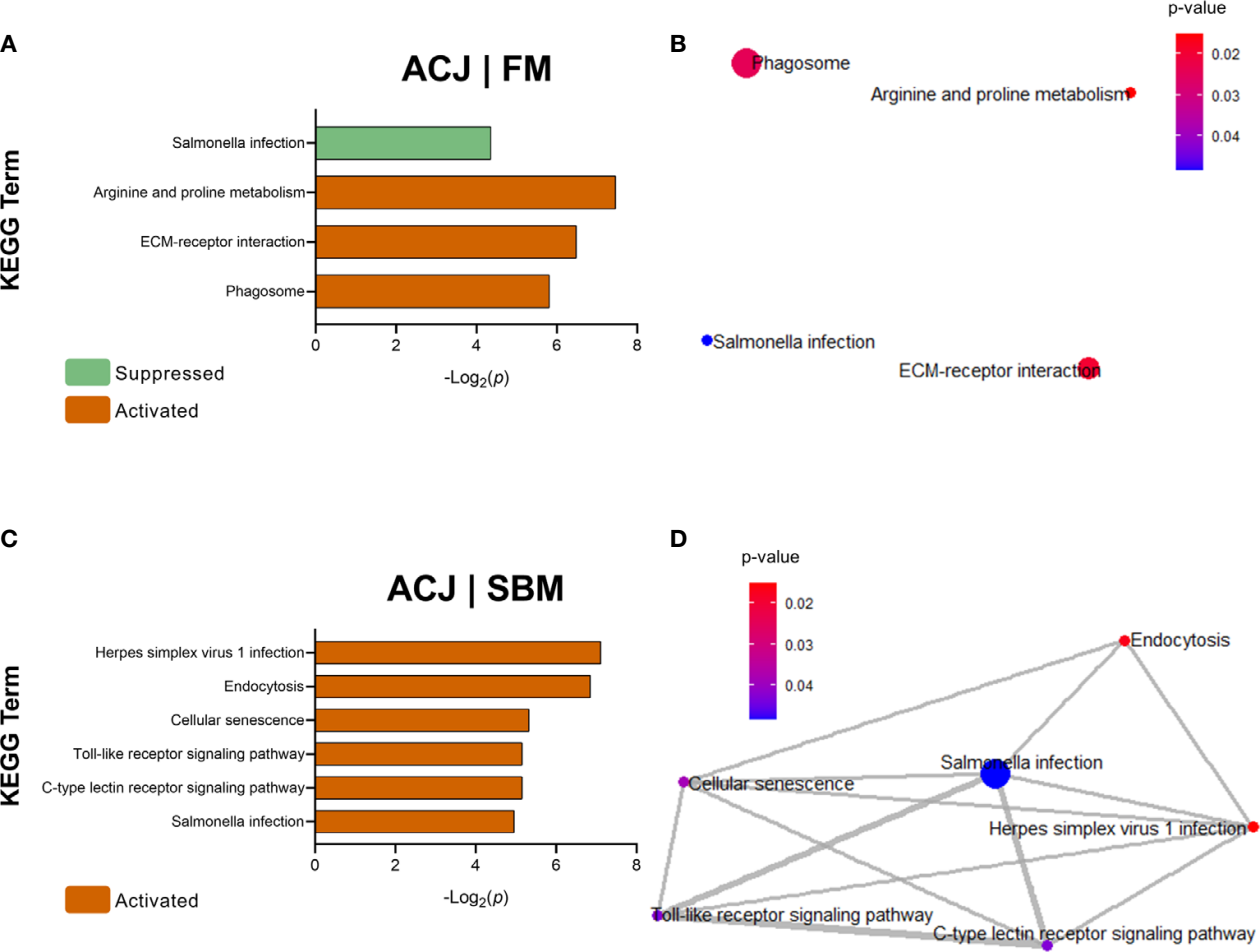
KEGG Pathway Enrichment Analysis of DEGs (minGSSize = 3) from spleen in fish fed ACJ compared to control diets (FM and SBM). In orange: activated pathways, in light green: suppressed pathways. List ordered by -Log_2_(*p*). **(A)** Significant KEGG terms in ACJ compared to FM (ACJ|FM). **(B)** KEGG network analysis between ACJ and FM. **(C)** Significant KEGG terms in ACJ compared to SBM (ACJ|SBM). **(D)** KEGG network analysis between ACJ and SBM.

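For Toll-like and C-type lectin receptor signalling, all 6 of the paper's lists were searched, so the group can hold genes not called for ACJ|SBM. Of its genes, 6 could be tested, and 3 were higher and 3 lower in ACJ than in SBM. Their mean log2 fold change was 0.20 (adjusted p = 0.892 from fry, and with the replicate number as a block 0.20 with an adjusted p of 0.969). The mean log2 CPM per fish was between 4.92 and 4.97 in ACJ and between 4.69 and 4.83 in SBM, without overlap (exact permutation test, two-sided p = 0.0286, adjusted to 0.0327). The gene for tumor necrosis factor alpha, LOC100136509 on chromosome 14 of ICSASG_v2 (86977299 to 86980399), had 9.71 ± 2.69 CPM in ACJ and 4.67 ± 1.25 in SBM (SD, n = 4 fish), a log2 fold change of 1.05 (standard error 0.32, adjusted p = 0.657 from edgeR's quasi-likelihood test). The lowest ACJ fish had 6.17 CPM and the highest SBM fish 6.23 (exact permutation test on log2 CPM, two-sided p = 0.0571). DESeq2 on only the 8 fish of these diets, a setting added after seeing the data, gave this gene an adjusted p of 0.0471. LOC106563018, phosphatidylinositol 3-kinase regulatory subunit alpha-like on chromosome 11 (58697385 to 58748199), was lower in ACJ, with a log2 fold change of -0.30 (standard error 0.13, adjusted p = 0.712 from the quasi-likelihood test). So was LOC106605556, toll-like receptor 13 on chromosome 5 (64536179 to 64543175), with -0.41 (standard error 0.19, adjusted p = 0.721).

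For endocytosis, 4 of 10 genes were higher and 6 lower in ACJ, with a mean log2 fold change of 0.13 (adjusted p = 0.700 from fry, and with the replicate number as a block 0.14 with an adjusted p of 0.969). LOC106567969, clathrin heavy chain 1-like on chromosome 13 (73611753 to 73679712), did not differ between ACJ and SBM beyond the spread of the fish, with 441 ± 19.7 and 445 ± 16.7 CPM (SD, n = 4; adjusted p = 0.981). LOC106611592, sorting nexin-5-like on chromosome 1 (99459045 to 99472484), had 227 ± 15.3 CPM in ACJ and 261 ± 23.5 in SBM (SD, n = 4), a log2 fold change of -0.20 (standard error 0.09, adjusted p = 0.712). DESeq2 on only the 8 fish, added after seeing the data, gave these genes adjusted p-values of 0.999 and 0.490. They may have entered the group from the paper's list for another comparison, so the group is no test of the paper's term. Groups formed by symbol from all genes, after seeing the data, had the opposite sign in both cases, with mean log2 fold changes of -0.09 over 24 receptor signalling genes (adjusted p = 0.215) and -0.0075 over 87 endocytosis genes (adjusted p = 0.675).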

DEGs comparison between ACJ and SBM (ACJ|SBM) showed six KEGG terms significantly overrepresented in ACJ: herpes simplex virus 1 infection, endocytosis, cellular senescence, Toll-like receptor signalling pathway, C-type lectin receptor signalling pathway and salmonella infection (**Figure 5C**). Enrichment maps using these KEGG terms showed that all pathways were associated in a cluster (**Figure 5D**). Regarding the comparison between ACJ and ICJ, no significant KEGG terms were determined.

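For ACJ|ICJ, DESeq2 on the 16 fish called 6 genes, 1 of them higher and 5 lower in ACJ, and edgeR's quasi-likelihood test on only the 8 fish of these diets called 2, both lower in ACJ.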

### Immunological Markers

The detection of immunological markers by indirect ELISA showed lower levels of Cluster of differentiation 83 (CD83) in fish fed FM compared to SBM (0.88-fold, **Figure 6A**). Moreover, an increased production of major histocompatibility complex class II (MHC II) was detected in fish fed both diets with *C. jadinii* inclusion (ICJ= 1.16-fold and ACJ= 1.10-fold, respectively) compared to FM (0.78-fold). In addition, the level of ZBTB46 (Zinc finger and BTB domain-containing protein 46) decreased in fish fed ICJ (0.64-fold) and ACJ (0.62-fold) diets, compared to both FM (1.00-fold) and SBM-fed fish (1.00-fold).

**Figure 6:**
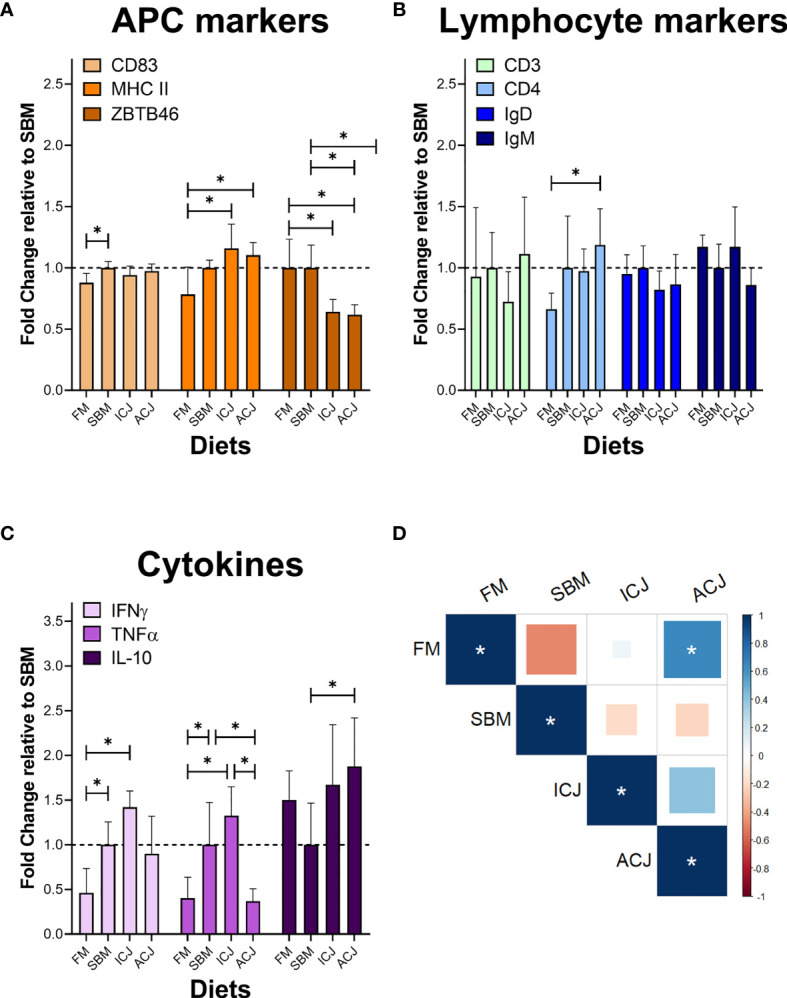
Protein detection of immunological markers in spleen by indirect ELISA. **(A)** Antigen-presenting cell (APC) markers. **(B)** Lymphocyte markers. **(C)** Cytokines. **(D)** Correlation between diets using the data from different immunological markers (Degrees of freedom = 8). In **(A–C)** * shows significant differences among dietary groups (p < 0.05). In **(D)** * significant correlation (p < 0.05).

Also in **Figure 6**, only Cluster of differentiation 4 (CD4) was significantly different among diets (**Figure 6B**). It was higher in fish fed ACJ-diet (1.19-fold) compared to FM diet (0.66-fold). Cluster of differentiation 3 (CD3), Immunoglobulin D (IgD) and Immunoglobulin M (IgM) did not show significant differences between groups.

The level of cytokines in SBM-diet group (**Figure 6C**) showed a higher level of interferon gamma (IFNγ: 1.00-fold) and tumor necrosis factor alpha (TNFα: 1.00-fold) compared to FM (0.46-fold and 0.40-fold, respectively). A similar behavior to SBM-fed fish was detected in ICJ-diet group, where both pro-inflammatory cytokines showed an increase in their protein levels (IFNγ= 1.42-fold, TNFα= 1.33-fold) compared to FM. On the other hand, the cytokine values from ACJ-diet group, compared with SBM (**Figure 6C**), showed a reduction of TNFα levels (0.37-fold) and an increase in the availability of interleukin 10 (IL-10: 1.88-fold).

Finally, the correlation of all these immunological markers between the different diets (**Figure 6D**) showed a significant positive correlation among FM and ACJ diets (0.64). Correlations between other diets did not show significant results.

## Discussion

The proposal to consider the spleen as a target candidate for the characterization of immunomodulatory effects of down-stream processed *C. jadinii* in Atlantic salmon has been based on the fact that in fish the spleen has already been considered as the primordial secondary lymphoid organ and it has a central role in the systemic immune response through the coordination of the innate and adaptive immunity by the antigen presentation process (26). In Atlantic salmon, our results at the transcriptional level have shown that this organ also coordinates aspects related to molecular binding, transporter activity, receptor signalling pathways, cellular and metabolic processes, among others, which have already been described as important functions of the spleen in another salmonid specie such as rainbow trout (42).

On the other hand, from the use of different diets, we were able to detect that fish fed SBM diets, compared to FM, showed a down-regulation of GO and KEGG terms linked to ion binding, peroxisome, metabolic and transport-associated pathways. These results are also similar to those reported in intestine of salmon fed SBM diets. In intestine, in addition to inducing an inflammatory profile, SBM decreases barrier functions through the down-regulation of genes associated with iron-binding proteins, detoxification, transport and metabolic processes (43, 44).

The data also showed that the inclusion of SBM in the diets could induced systemic effects in Atlantic salmon that can be detected in the spleen after 37 days of feeding. Furthermore, the results at the protein level showed that SBM also elicits inflammatory responses in the spleen by increasing the production of cytokines such as TNFα and IFNγ, and inducing the availability of CD83. In higher vertebrates, CD83 is a molecule expressed mainly by mature dendritic cells and acts as an immuno-regulator protein by delivering co-stimulatory signals, which can trigger T helper cell-mediated responses that increase TNFα and IFNγ (45, 46). In fish, both cytokines have a key role in the inflammatory process by activating macrophages/phagocytes, thereby enhancing their phagocytic and antimicrobial activity (47).

Regarding the differences between ICJ and ACJ compared to control diets, we hypothesize that the down-stream processing of *C. jadinii* yeasts by autolysis before feed manufacture might explain the observed differences in responses. Different down-stream processes after the yeast is harvested may influence its nutritional value and the accessibility of its cell wall components (16). This could modulate the immune response of Atlantic salmon by exposing fish to different types or amount of MAMP’s from *C. jadinii*, such as β-glucan, mannans, chitin and nucleic acids. Inactivated yeasts have already been described as having smooth surfaces without wrinkles, while autolysed yeasts are partially broken and wrinkled, releasing their intracellular content, exposing bioactive components (3, 22), which can be detected by PRRs from the fish, triggering a different immune response (23, 24).

The autolysis process has been reported to modify the nanomechanical properties of the yeast cell wall (without altering its chemical composition), increasing branching and availability of reactive molecules (48). Furthermore, previous works have described the effect of autolysis on the digestibility of yeast in Atlantic salmon, highlighting the importance of down-stream processing when using MI as protein source in feed production (3, 22).

When comparing ACJ with FM, the data showed activated KEGG terms such as phagosome and arginine and proline metabolism. These pathways are connected to the immune response through processes linked to the ability of cells to engulf solid particles to form internal vesicles (49) and with the maintenance of homeostasis, regulating the antioxidant activity in fish (50, 51). On the other hand, the inclusion of inactivated *C. jadinii* in SBM diets did not show marked differences compared to SBM diets. In fact, it seems to maintain a similar inflammatory profile of SBM compared to FM, with increased levels of TNFα and IFNγ. Regarding TNFα, this trend had already been reported in the intestine of Atlantic salmon fed ICJ (3). It is interesting to note that in fish both molecules (TNFα and IFNγ) would be capable of activating M1 macrophages, due to these cytokines can stimulate phagocytosis and the pro-oxidative process to destroy the potential aggressor (52), which would increase the inflammatory pattern of SBM.

On the contrary, the use of ACJ seems to control and regulate the inflammation caused by SBM. When comparing ACJ to SBM, we observed a similar pattern with the one observed among the comparison of FM with SBM. Both showed GO terms associated with molecular binding and transport. Moreover, ACJ was also able to up-regulate KEGG terms associated to endocytosis and signalling pathways of PRRs. We propose that the increase of IL-10 in ACJ contributed to the reduction of the inflammatory profile associated with SBM, controlling the production of TNFα. In fish, IL-10 is a cytokine that acts as a suppressor and exerts a conserved role in dampening inflammatory responses (47). Furthermore, the cytokine profile in ACJ suggests a modulation of M1/M2 response, which has been reported as conserved in fish (53). While M1 macrophages increases the robustness of the immune response, M2 macrophages act as repair cells, capable of controlling tissue damage caused by both pathogens and the action of the immune system itself, through a phenotype regulated by molecules such as Transforming growth factor beta (TGFβ) and IL-10 (52, 54).

Additionally, Piazzon et al. (55) have reported that the regulatory activities of IL-10 would not only be associated with immunosuppression and M2 phenotype, but could also be related to the maintenance of memory cells over time. However, further studies must be conducted to better understand this relationship. In our work, ACJ was also able to increase CD4 levels compared to FM, nevertheless, its mechanism of action is not possible to explain with the present results. CD4 is the most characterized marker for T lymphocytes, which govern immune responses through specific antigen recognition and subsequent secretion of effector and regulatory cytokines (37). In rainbow trout, it has been described that cross-talk between activated splenocytes can induce an increase in Forkhead box P3 (FOXP3) (28), which is the transcriptional factor associated with polarization of naive T cells to Treg (56).

The positive correlation observed between FM and ACJ suggest a proportional immune response in these diets, which has also been described in the gut of Atlantic salmon (3). Moreover, in rainbow trout, the inclusion of β-glucans derived from fungi (*Lentinula edodes*) was able to control the acute inflammatory response in the spleen, reducing potential harmful responses for the fish (27).

It is also interesting that fish fed diets with *C. jadinii* showed higher levels of MHC II compared to the FM diet, in addition to a lower level of ZBTB46 when compare to the FM and SBM diets. MHC II is a protein involved in the antigen-presentation of peptides derived from exogenous proteins to CD4^+^ T-cells (57). On the other hand, ZBTB46 is a transcriptional factor that inhibits the maturation of APCs in higher vertebrates (58). In salmonids, this molecule has been described in rainbow trout (59). Furthermore, in Atlantic salmon, the modulation of ZBTB46 has been reported in spleen-APCs induced with IFNγ (38). Considering this background, the results in this study suggest an activation of APCs. However, in fish, APCs are still poorly described, and their detection and characterization should be studied deeper in future works to understand their role in the modulation of the immune response by functional diets. Despite this, we propose that the differential activation of APCs in diets with *C. jadinii* compared to SBM (with higher level of CD83, but without other modulated APC markers) would be due to leukocytes from which APCs progress are not a homogeneous subpopulation (38). Moreover, in mammals, APCs could be functional at different stages of maturity, depending on the cytokine environment in which they are found (60, 61).

In summary, we recommend the spleen as a target organ for characterization of immunomodulatory effects of down-stream processed *C. jadinii* in Atlantic salmon exposed to a dietary SBM challenge. Furthermore, our findings contribute to establish a baseline for the study of other novel ingredients that are capable of regulating the immune system of fish, without compromising nutritional parameters. The results from this study suggest that autolysis should be considered when formulating salmon feeds with *C. jadinii* as a functional ingredient with the ability to regulate inflammatory processes.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found in the article/**Supplementary Material**.

## Ethics Statement

The animal study was reviewed and approved by Norwegian University of Life Sciences in accordance with the institutional and national regulations for control of live animal experiments in Norway.

## Author Contributions

The study was conceived by BM-L and JOA with key inputs from JØH, LL, and MØ. The experiments and data analysis were performed by BM-L, JOA, and OØ. LM, and LL were in charge of the production and obtaining of antibodies used in this study. The funds for this investigation were acquired by LL, LTM and MØ. BM-L drafted the manuscript with substantial contributions from all other authors. All authors contributed to the article and approved the submitted version.

## Funding

This study was funded by Foods of Norway a Centre for Research-based Innovation (237841/030) and Trained immunity and nutritional programming for resilient salmon (RCN 294821).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: The Spleen as a Target to Characterize Immunomodulatory Effects of Down-Stream Processed Cyberlindnera jadinii Yeasts in Atlantic Salmon Exposed to a Dietary Soybean Meal Challenge
**Source:** Front Immunol. 2021 Aug 20;12:708747. doi: 10.3389/fimmu.2021.708747
**Supplement:** Supplementary file 1

Supplementary Material

## Supplementary Figures

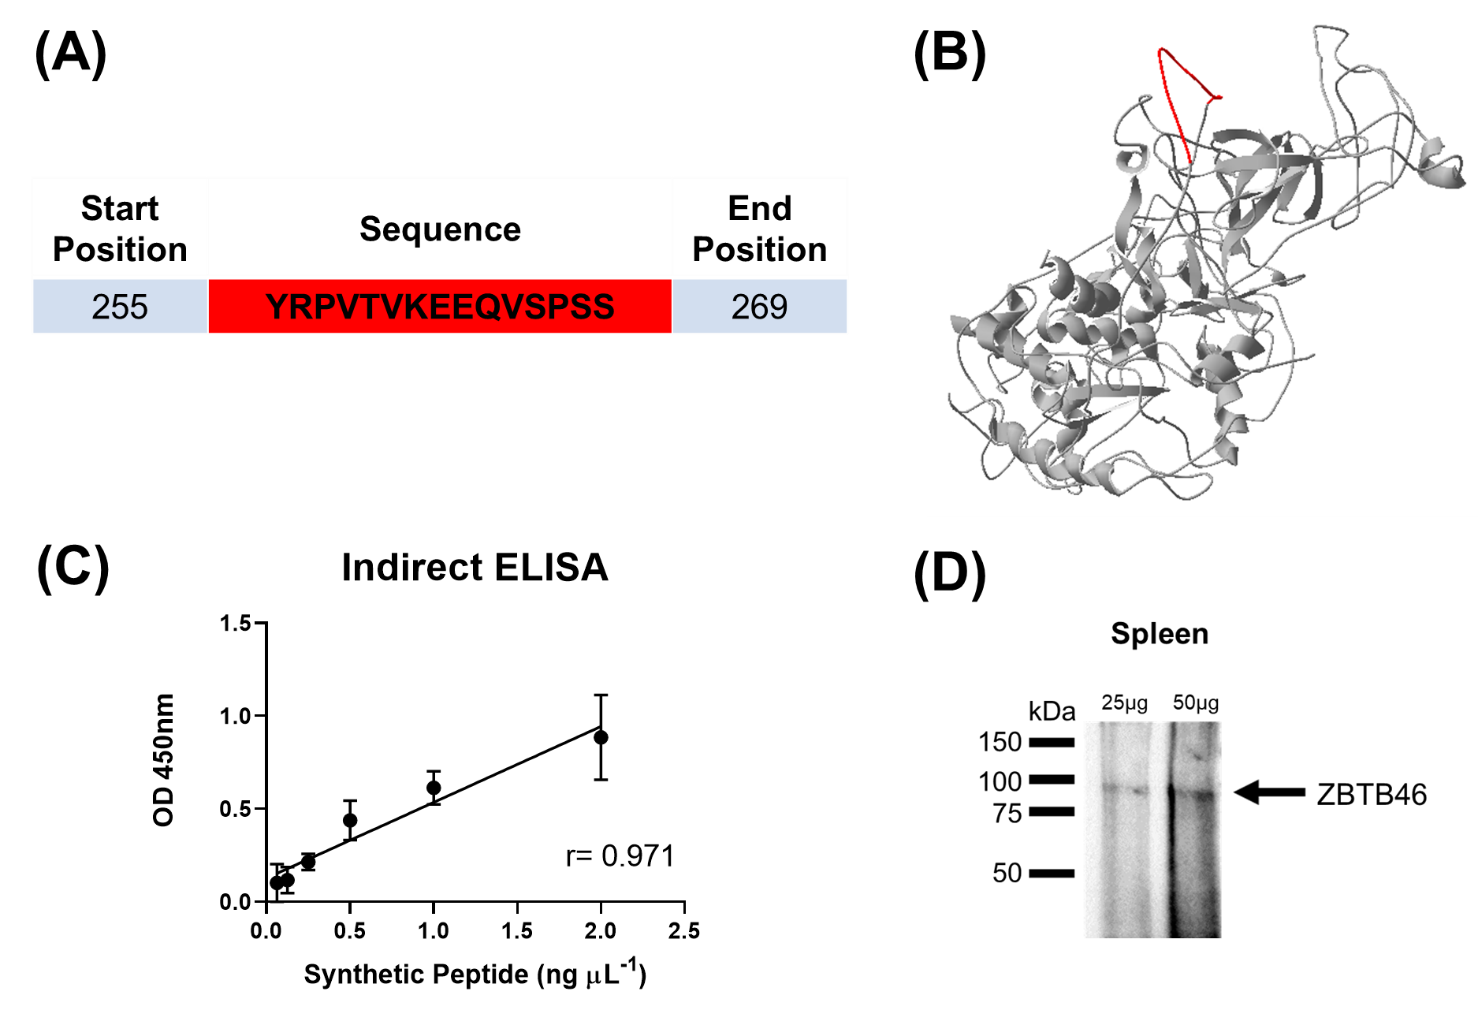

**Supplementary Figure 1.** The antibody against Zinc Finger and BTB Domain Containing 46 (zbtb46) was obtained from mouse using a synthetic peptide as antigen. (A): in red, antigenic peptide selected from A0A1S3LH90 (UniProtKB). (B): three-dimensional model prediction by Phyre2. In red: antigenic peptide. (C) Affinity test against synthetic peptide by indirect ELISA at 450 nm. (D) The specificity to recognize zbtb46 was evaluated by Western blotting using a pool of six spleen samples from FM-fish group. The arrows indicate the band corresponding to the expected zbtb46 molecular weight (88 kDa).

How the deposited data were processed for this re-analysis (not part of the article)

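Spleen RNA from 16 Atlantic salmon, 4 on each of the diets FM, SBM, ICJ and ACJ, was sequenced by the authors after 37 days of feeding. The fish came from duplicated tanks, and the tank of each fish was not used here. Diet and replicate number of each fish were taken from the sample labels, which the paper's design matches. The replicate numbers in these labels also gave the pairing for the fits with a replicate block, and same-numbered fish are different animals. Library numbers in the headers of the count tables differ from the replicate numbers for most fish and were not used. All 16 headers name sequencing lane 5, so no comparison between lanes could be made.

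The authors trimmed the reads with BBDuk, aligned them to the ICSASG_v2 genome with HISAT and counted fragments per gene with featureCounts. The values they deposited are these counts, as whole numbers for 79141 features per fish, without normalization. The headers of the tables name featureCounts version 1.5.1, and the paper's methods name another version. Counting was done on the reverse strand and in pairs of reads, and the options that count fragments with several matches or with several overlapping genes were not set. Genes with near-identical copies, such as the hemoglobin genes, are therefore counted only on their unique parts, and their levels are uncertain by an amount that the counts do not show.

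Everything else was computed from the deposited counts. In the main analysis, genes were filtered with edgeR's filterByExpr by diet, which left 28930 genes, and scaled by TMM. All 16 fish were fitted in one model with a mean for each of the 4 diets (edgeR 4.0.16, glmQLFit with robust estimation), and each of the 6 comparisons was tested with glmQLFTest. Genes with a Benjamini-Hochberg adjusted p below 0.05 were called DEGs. The paper used SARTools, and its text does not name which of the count models in that package was run, so DESeq2 1.42.0 and edgeR's likelihood ratio test were both among the alternatives. The standard error of a log2 fold change was taken as its absolute value divided by the square root of the test's F statistic. CPM values are TMM-scaled, and means and SDs are over the 4 fish of a diet. Exact permutation tests of 4 fish against 4 were two-sided, and the smallest p they allow is 0.0286.

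The assignment of genes to GO terms and KEGG pathways was not used here. For terms that the paper reports, 15 groups of genes were formed by matching words in the gene names of Supplementary File 2, with the words fixed before the data were examined. Some matches are wrong by meaning, such as an S-adenosylmethionine synthase that matched the words for methionine synthase, and they were kept as fixed. Each group was tested with fry in limma 3.58.1 for the comparison in which the paper reports its term, which made 16 tests, adjusted together. The genes in these groups were called by the authors in the same fish, so the tests do not show that a term would stand in other fish. Of the 1054 distinct gene IDs in Supplementary File 2, 825 were matched to the count tables by gene ID and 228 by symbol, 19 of them by a symbol that several genes in the tables share, and 1 was not matched. Chromosome numbers were assigned to 29 sequences of ICSASG_v2 through the chromosomes that RefSeq's table for the assembly Ssal_v3.1 gives for the same genes, and no coordinates of that assembly were used. The lowest share of a sequence's genes on the chromosome assigned to it was 86.54%.

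The genes named in the text were chosen by a rule fixed before the data were examined. It takes, in each comparison, the 3 genes with the highest and the 3 with the lowest log2 fold change among DEGs with a mean log2 CPM of at least 1 and no overlap between the diets. To these it adds the 7 genes of the paper's ACJ|ICJ list, the 2 genes with the highest mean CPM in each group, the gene for tumor necrosis factor alpha in ACJ|SBM, and in the closing section a gene for each protein measured by ELISA that has a matching tested gene. This held for CD3, IgM, TNFα and ZBTB46. For MHC II the match was cd74a, the gene of its invariant chain and not of MHC II itself. The IgM gene was matched by its name in the paper's lists, so other IgM genes were not looked for. CD83, IgD and IL-10 had no match by name or symbol, the IFNγ gene did not pass the expression filter, and the only match for CD4 was a CD44 gene, which was left out. Genes named outside this rule are marked as chosen after their values were seen. The protein measurements by ELISA were not analysed here.

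Alternatives set before the data were examined were DESeq2, edgeR's likelihood ratio test with a filter of 1 CPM in at least 4 fish, RLE scaling, no filter, the replicate number as a block, removal of the hemoglobin genes, a fit of only the 8 fish compared, each fish left out in turn and, for the groups, camera and the exact permutation test on mean log2 CPM per fish. A further 5 settings were added after the data were seen. These were DESeq2 on 8 fish, the likelihood ratio test on 8 fish, each fish's share of exocrine pancreas transcripts as a covariate, its share of hemoglobin transcripts as a covariate, and gene groups formed by symbol. To see how often other divisions of the fish give as many DEGs, all 35 divisions of the 8 fish of a comparison into 4 and 4 were fitted. The real one was compared with the 8 that part every same-numbered pair, itself included.

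Total counts were between 5032593 and 9100203 per fish. A floor of 3 counts corresponds to between 0.330 and 0.596 CPM, and 95% Wilson intervals of shares cover counting error only. No pair of fish on the same diet had counts close enough to be 1 library deposited under different names, since chi-square per degree of freedom over genes was between 4.48 and 29.4 in the 24 pairs. The steps were tested on simulated data, in which counts were drawn from the means and totals of the real fish and 200 genes were changed by known fold changes. The main test recovered 80.5% of the changed genes among 28567 tested, with 9 wrong calls among 170, and called 0 genes in a comparison without changes. DESeq2 recovered 83.5% with 24 wrong calls among 191 on 16 fish, over 28926 genes, and 80.5% with 26 wrong calls among 187 on 8 fish, over 28906 genes. The likelihood ratio test recovered 83.5% with 18 wrong calls among 185, over 28904 genes. The fry test gave a p of 1.68e-10 for 20 genes that were raised and 0.584 for 20 that were not. R 4.3.3 and scipy 1.17.1 were used, and figures were drawn with matplotlib 3.10.9.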

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

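The tests of library size, of diet and of reads passing between libraries for the pancreas transcripts, the islet genes taken singly, and the test of on and off genes were chosen only after the result was seen. The value of 1 fish stood far from those of the other 3 on its diet in 11 of 145 groups of 4 fish, where chance gives about 7.2. The mean log2 CPM of the creatine kinase genes was 5.376 in FM replicate 4 and between 5.125 and 5.167 in the other FM fish, and that of the endocytosis genes was 6.266 in SBM replicate 1 and between 6.349 and 6.365 in the others. Among single genes, SBM replicate 3 had 10.95 CPM of LOC106613588 (others 7.917 to 8.355), 3822 CPM of the hemoglobin gene LOC106607372 (others 6323 to 6885) and 40.79 CPM of the catalase-like gene LOC106586175 (others 61.15 to 65.35). SBM replicate 3 also had the lowest hemoglobin share of the SBM fish, at 1.46%. SBM replicate 2 had 44.71 CPM of LOC106580346 (others 65.02 to 70.1). For LOC106563704, ICJ replicate 3 had 50.95 CPM (others 57.24 to 58.32) and FM replicate 1 had 41.81 (others 33.84 to 35.06). In ACJ, replicate 4 had 16.55 CPM of LOC106607157 (others 10.71 to 10.92), replicate 2 had 28.45 CPM of LOC106581167 (others 44.27 to 47.96) and replicate 3 had 29.12 CPM of LOC106567195 (others 21.71 to 22.49). No explanation was tested for these single fish, and their number is not far from what chance gives.

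Transcripts of 9 exocrine pancreas genes, which the paper does not report on and which were picked out after their values were seen, took between 0.00124% of the counts (SBM replicate 1, 95% Wilson interval 0.00100% to 0.00154%) and 2.7666% (FM replicate 1, interval 2.75% to 2.78%), a 2226-fold range. Within a diet the highest share was 6.91 times the lowest in FM, 993 times in SBM, 51.7 times in ICJ and 14.5 times in ACJ. A candidate explanation is that pancreatic tissue was present in some spleen samples. It was tested on 11 islet genes that had not been looked at, since islets lie within the pancreas. Their summed share had a Spearman rho of 0.418 with the exocrine share (permutation p = 0.110 over 16 fish, 0.146 after Benjamini-Hochberg adjustment over 4 relations) and a Pearson r of 0.287, or 0.318 without the 2 fish farthest from the median. That sum is made up mostly of mafa, with between 81.6 and 136 CPM in every fish, so it could hardly follow the exocrine share and the test says little either way. Of the 8 genes with counts, taken singly, pyy (rho 0.878, adjusted permutation p = 2.4e-04), pcsk2 (rho 0.774, adjusted permutation p = 0.00208), rfx6 (rho 0.597, adjusted permutation p = 0.0292) and g6pc2 followed the exocrine share. The other 4 did not. Of these, mafa had a rho of -0.518 (adjusted permutation p = 0.0656), and sst5, sst6.2 and arxa had at most 0.402 CPM, too little for a test. Of those that followed, rfx6 (median 0, highest 0.994 CPM) and pyy (median 0.145, highest 2.19 CPM) also lay near the floor of counts in most fish. Among islet genes whose values had been seen before, gcg (0 to 147 CPM, rho 0.738), sms1a (0.14 to 142 CPM, rho 0.809) and sst1.1 (0.14 to 120 CPM, rho 0.818) also followed the exocrine share. Pancreatic tissue in the samples thus remains the candidate explanation, as a hypothesis, since the look at single genes came after the sum.

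Other explanations of the pancreas transcripts were weighed as well. The lowest share was 0.0449% of the highest, which leaves little room for reads passing between the 16 libraries, since all fish would then hold a part of the highest share. The exocrine share fell with the total count (Spearman rho -0.729, permutation p = 0.00229, adjusted to 0.00916; Pearson r -0.533, and -0.659 without the 2 fish farthest from the median), but totals lay only between 5032593 and 9100203. SBM replicate 1 and ACJ replicate 1, with totals of 6676931 and 6653489, had shares of 0.00124% and 2.52%. Library size does not account for the difference between these 2 fish. The relation over the 16 fish leaves open whether it has a part in the range. Shuffled diet labels gave differences between diets as large as the real ones with a permutation p of 0.158, so a difference between diets was not detected with 4 fish each.

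A further 19 genes were at 0 counts in at least 3 fish and above 10 CPM in others, and all 19 were parted in this way within at least 1 diet. LOC106583653, of the paper's ACJ|ICJ list, is among them. None of the 19 was called in the 6 comparisons of the quasi-likelihood test, and 1 is in the paper's list for ICJ|SBM and 1 in that for ACJ|ICJ. A candidate explanation is a difference between fish and the reference genome, such as a missing copy. It was to be tested on neighbouring genes of this kind, but 0 pairs of neighbouring genes of this kind lay within 100000 bases, so a strain or donor variant against the reference could not be tested. No biological explanation was tested, since the fish of 1 diet were on both sides.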

How the results depend on the processing

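The alternatives were set before the data were examined, except the 5 settings named as added, which were chosen after seeing the data. For the results below that moved, the cause was not tested unless a value is given for it. With RLE in place of TMM scaling, the number of DEGs was 124 for FM|SBM, 3 for ICJ|FM and 71 for ACJ|FM, and it was 0 for ICJ|SBM, ACJ|SBM and ACJ|ICJ, with 1428, 1995 and 1643 genes at an unadjusted p below 0.05. The 124 and all 3 of ICJ|FM were among the genes called with TMM, as were 68 of the 71. Removing the hemoglobin genes gave 109, 3 and 73 DEGs for FM|SBM, ICJ|FM and ACJ|FM. Under TMM, RLE, DESeq2, removal of the hemoglobin genes and the fit without a filter, the median log2 fold change of all genes stayed between -0.016 and 0.011 in the 6 comparisons.

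The test and the fish in the fit moved the counts further. DESeq2 on the 16 fish called 731 genes for FM|SBM, 95 for ICJ|FM, 4 for ICJ|SBM, 482 for ACJ|FM, 6 for ACJ|SBM and 6 for ACJ|ICJ, and 1 gene was shared by FM|SBM and ACJ|SBM. Of the 125 FM|SBM genes of the quasi-likelihood test, 116 were among the 731. The likelihood ratio test with the filter on CPM called 313, 7, 2, 192, 3 and 4 genes in the same order. In the simulated data this test and DESeq2 made more wrong calls than the quasi-likelihood test, 9.73% and 12.6% of their calls against 5.29%. Those counts were drawn gene by gene from edgeR's own estimates of spread, and DESeq2 made 191 calls there against 170. They cannot tell how many of the further calls in the real fish are wrong. Without the expression filter the counts were 141 for FM|SBM, 5 for ICJ|FM and 127 for ACJ|FM. With only the 8 fish of each comparison, the quasi-likelihood test called 38 genes for FM|SBM, 22 of them also called with 16 fish, 0 for ICJ|FM (2009 at an unadjusted p below 0.05), 4 for ACJ|FM, 8 for ACJ|SBM and 2 for ACJ|ICJ. On simulated data of 8 fish the same test recovered 81.58% of the changed genes.

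Of the FM|SBM DEGs, 25.6% were higher in FM in the quasi-likelihood test. This share was 25.8% with RLE, 52.1% with DESeq2, 52.4% with the likelihood ratio test and 47.4% with 8 fish, so that the excess of lower genes does not hold across settings. For ACJ|FM, 60.3% were higher in ACJ, against 57.7% with RLE, 53.9% with DESeq2, 51% with the likelihood ratio test and 49.6% without the filter. With the settings on 8 fish added after seeing the data it was 40.6% with DESeq2 and 39.4% with the likelihood ratio test, so that the excess of higher genes does not hold across settings. It was 75% of 4 genes in the quasi-likelihood test on 8 fish and 61.5% with the replicate block.

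Leaving out 1 fish of a comparison moved the number of DEGs from 5 to 670 for FM|SBM, 0 to 37 for ICJ|FM, 0 to 1 for ICJ|SBM, 2 to 550 for ACJ|FM and 0 to 1 for ACJ|ICJ, while ACJ|SBM stayed at 0 in its 8 fits. The highest counts of FM|SBM, ICJ|FM and ACJ|FM all came without FM replicate 1, and these fits called all 125, 3 and 68 genes of the 16-fish fit. With 4 fish per diet, a count of DEGs can thus rest on a single fish.

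With a replicate block, 39 genes were called for ACJ|FM, 33 of them also called without it, and 0 for ICJ|FM, ICJ|SBM and ACJ|ICJ, with 2706, 1418 and 1567 genes at an unadjusted p below 0.05. Same-numbered fish did not deviate together in these comparisons, with mean correlations of 0.039 for ACJ|FM, -0.005 for ICJ|FM, 0.047 for ICJ|SBM and 0.059 for ACJ|ICJ, so the replicate block uses up degrees of freedom on numbers that do not pair the fish. In the group tests for ICJ|FM and ACJ|FM with the replicate block, the mean log2 fold change was 0.16 for creatine kinase, 0.38 for carbon-carbon lyase, 0.44 for arginine and proline metabolism, 0.25 for ECM-receptor and 0.23 for phagosome genes, and each stayed on its side of the threshold.

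Among the settings added after seeing the data, DESeq2 on 8 fish called 713, 29, 22, 379, 138 and 7 genes for FM|SBM, ICJ|FM, ICJ|SBM, ACJ|FM, ACJ|SBM and ACJ|ICJ, with 70 shared by FM|SBM and ACJ|SBM. Of the 125 FM|SBM genes, 115 were among the 713, of which 58.6% were higher in FM. The likelihood ratio test on 8 fish called 497, 18, 7, 221, 67 and 6 genes, with 19 shared. With the pancreas covariate the counts were 857 for FM|SBM, 24 for ICJ|FM, 161 for ACJ|FM and 6 for ACJ|SBM, with 6 shared. With the hemoglobin covariate they were 0 for FM|SBM, with 1963 genes at an unadjusted p below 0.05, and 20 for ACJ|FM.

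All 16 group tests kept their direction and their side of the threshold with RLE, without the filter and with the replicate block, and so did the 14 that could be run without the hemoglobin genes. Leaving out 1 fish gave mean log2 fold changes from 1.10 to 1.56 for hemoglobin FM|SBM, 0.99 to 1.37 for Rh and 0.84 to 1.16 for peroxisome genes, each of which no longer passed 0.05 without SBM replicate 3. The range was 0.063 to 0.22 for creatine kinase genes, which no longer passed without ICJ replicate 3, and -0.62 to -0.51 for apoptosis genes, which no longer passed without SBM replicate 3 or ACJ replicate 2. For ECM-receptor genes it was 0.19 to 0.33, past the threshold in 3 of the 8 fits. With only 8 fish, hemoglobin ACJ|SBM (0.68) and band 3 genes (0.78) passed 0.05, and the same held with camera (0.69 and 0.78) and with the exact permutation test (0.70 and 0.84). Creatine kinase genes did not pass with camera (0.16) or with the exact test (0.12), while receptor signalling (0.18) and endocytosis genes (0.11) passed in the exact test. That test reaches its smallest p whenever the fish do not overlap, which chance gives in 2.86% of groups.

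Groups formed by symbol, added after seeing the data, reversed the mean log2 fold change of creatine kinase (-1.27), apoptosis (0.12), receptor signalling (-0.090) and endocytosis genes (-0.0075). The creatine kinase group by symbol does not hold kcrt, so its reversal comes from other genes. Hemoglobin FM|SBM (1.98 over 3 genes), peroxisome (0.087), cadherin (-0.030) and arginine and proline metabolism genes (0.21) kept their direction and did not pass 0.05, and the other 7 kept both. Among these 7, the Rh group by symbol gave the same mean and p as the group by name, so it was no separate check. No symbol-based group was made for band 3 genes. The groups taken from the paper's lists hold genes already called in these fish, which a symbol does not select for.

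Of the 53 results for named genes, in which a gene counts once per comparison, all 53 kept their direction and call with RLE. Without the filter 52 did, and 1 lost its call. With only the 8 fish compared, 17 of 51 lost their call and 2 gained one. With the replicate block, 7 of 53 lost their call. In the likelihood ratio test with the filter on CPM, 4 of 53 lost their call and 3 gained one. Without the hemoglobin genes, 2 of 49 lost their call. DESeq2 gave an adjusted p for 47 of the 53 results, of which 33 were unchanged and 14 gained a call, and gave none for the other 6. Over the 424 fits of a named gene with 1 fish left out, 319 were unchanged, 99 lost a call, 3 gained one and 3 reversed. The reversals were those of LOC106567969 in ACJ|SBM, whose log2 fold change of -0.012 ranged from -0.034 to 0.020 and was above 0 without SBM replicate 2 (0.015), ACJ replicate 1 (0.010) and ACJ replicate 4 (0.020). Depth limits the result for LOC106582912, which had between 2 and 93 counts per fish.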

Differences from the paper's values

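The paper's counts of DEGs and those of the quasi-likelihood test on all 16 fish differ in all 12 cases. For FM|SBM the paper gives 448 up-regulated and 313 down-regulated genes, against 32 and 93 here. Of the alternatives set before the data were examined, DESeq2 came within 1.5 times of both, with 381 and 350, and the fit without FM replicate 1 came within 1.5 times of the second, with 403, while the others did not. For ACJ|FM the paper gives 163 up-regulated and 230 down-regulated genes, against 41 and 27 here. The count of up-regulated genes came within 1.5 times only without ACJ replicate 4 (165), and that of down-regulated genes with DESeq2 (222) and without FM replicate 1 (194).

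For ICJ|FM the paper gives 21 up-regulated and 7 down-regulated genes, against 3 and 0 here (2678 genes at an unadjusted p below 0.05). Only the fit without FM replicate 1 came within 1.5 times, with 31 and 6. For ICJ|SBM the paper gives 4 up-regulated and 21 down-regulated genes, against 0 and 0 here (1446 genes at an unadjusted p below 0.05), and none of the alternatives set before the data were examined closed the gap. For ACJ|SBM the paper gives 51 up-regulated and 95 down-regulated genes, against 0 and 0 here (1995 genes at an unadjusted p below 0.05), and again none of these alternatives closed the gap. For ACJ|ICJ the paper gives 3 up-regulated and 4 down-regulated genes, against 0 and 0 here (1639 genes at an unadjusted p below 0.05). The likelihood ratio test with the filter on CPM gave 2 up-regulated genes, and DESeq2 gave 5 down-regulated ones, which are within 1.5 times.

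DESeq2 on only the 8 fish of each comparison, a setting chosen after seeing the values, came within 1.5 times of the paper's counts for FM|SBM (418 and 295), ICJ|FM (21 and 8), ICJ|SBM (4 and 18), ACJ|FM (154 and 225) and ACJ|ICJ (3 and 4). For ACJ|SBM it gave 92 up-regulated and 46 down-regulated genes, so that the numbers are near the paper's 95 and 51 with the directions exchanged. Of the genes it called, 692 of 713 for FM|SBM, 28 of 29 for ICJ|FM, 22 of 22 for ICJ|SBM, 367 of 379 for ACJ|FM, 136 of 138 for ACJ|SBM and 7 of 7 for ACJ|ICJ are in the paper's lists. The likelihood ratio test on 8 fish, also chosen after seeing the values, came within 1.5 times for the up-regulated genes of FM|SBM (333), ICJ|SBM (3) and ACJ|SBM (48), the down-regulated genes of ICJ|FM (9) and both counts of ACJ|ICJ (3 and 3). For ACJ|SBM this holds only for the directions as the paper's text states them. In the paper's list 95 tested genes were higher in ACJ and 50 lower, and this test called 48 and 19. The pancreas covariate, chosen after seeing the values, came within 1.5 times for FM|SBM (524 and 333).

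The paper states that more genes were down-regulated than up-regulated in ACJ compared with SBM. Of the 145 genes in its ACJ|SBM list that were tested here, 95 were higher in ACJ and 50 lower in the 16-fish model. In the other 5 lists, the larger direction was the one the paper states. The ACJ|FM sheet of Supplementary File 2 holds 392 entries, 1 fewer than the counts in the paper's text add up to.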

Other observations

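The tests of the hemoglobin covariate, the pancreas covariate, gene length and library size between FM and SBM were chosen only after the result was seen, as were the settings with DESeq2 on 8 fish. The 8 fish of a comparison can be divided into 4 and 4 in 35 ways, of which 8 part every same-numbered pair, the real one included. The smallest share these 8 allow is 0.125, so a comparison with them alone cannot reach 0.05. The other 27 leave at least 1 same-numbered pair together, and since same-numbered fish are different animals they are given as well. In the quasi-likelihood test on 16 fish, the number of DEGs of FM|SBM was reached by 1 of the 8 splits, the real one, and the highest among the other 27 splits was 2 genes. For ICJ|FM, 1 of the 8 splits and 2 of the other 27 gave as many genes, up to 227, and for ACJ|FM, 1 of the 8 splits and 1 of the other 27 did, with 107. Where no gene was called, the genes at an unadjusted p below 0.05 were compared. As many as in the real split were found in 3 of the 8 splits for ICJ|SBM, 1 of the 8 splits for ACJ|SBM and 3 of the 8 splits for ACJ|ICJ, and in 8, 0 and 4 of the other 27. For ACJ|SBM the highest of the other 27 was 1971, against 1995 in the real split. Over all 35 splits, the real one was thus the highest for FM|SBM and for ACJ|SBM, a share of 0.0286, by a narrow margin for ACJ|SBM. The number shared by FM|SBM and ACJ|SBM was 0, which all 8 splits reach whatever the data, so it could not be compared with other splits.

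With DESeq2 on 8 fish, other splits of the fish gave large counts as well. As many genes as in the real split were called in 1 of the 8 splits for FM|SBM, where the next highest of them gave 292 genes, in 4 of the 8 splits for ICJ|FM, 1 of the 8 splits for ICJ|SBM, 1 of the 8 splits for ACJ|FM (next highest 107), 1 of the 8 splits for ACJ|SBM (next highest 42) and 4 of the 8 splits for ACJ|ICJ. Of the other 27 splits, none gave as many for FM|SBM (up to 55 genes) or ACJ|FM (up to 314), 1 did for ACJ|SBM (357), 6 for ICJ|FM (up to 332), 8 for ICJ|SBM (up to 395) and 14 for ACJ|ICJ (up to 214). For FM|SBM with the pancreas covariate, 1 of the 8 splits gave as many genes, and none of the other 27 gave more than 2. The calls of ICJ|FM, ICJ|SBM and ACJ|ICJ under DESeq2 on 8 fish can therefore not be told apart from other divisions of the same fish.

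The difference between FM and SBM may in part follow the amount of erythroid RNA, that is, RNA of red blood cells and their precursors, in each spleen. If so, the 125 DEGs of FM|SBM would follow the hemoglobin share of the fish within ICJ and ACJ as well. Across these genes, the slope on the hemoglobin share within the ICJ and ACJ fish had a correlation of 0.703 with the FM|SBM log2 fold change, and 102 of the 125 had the same sign. Among the 576 arrangements of the shares within the diets, the exact two-sided p was 0.0972. The log2 share ranged over 2.12 within ICJ and 0.196 within ACJ, so the test rests on the ICJ fish, and genes are not independent replicates. With the hemoglobin share as a covariate, 0 genes were called for FM|SBM, with 1963 at an unadjusted p below 0.05. The share itself separates the FM from the SBM fish (exact permutation test, two-sided p = 0.0286, n = 4 fish per diet), so that this fit cannot tell the diet apart from the share. With the pancreas covariate, 857 genes were called, 118 of them also called without it and 445 in the paper's list, a rise in number, which goes against pancreatic tissue as the origin of these calls. The exocrine share was followed by 305 of the 28930 genes, 273 of them rising with it.

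Gene length and library size were also weighed for FM|SBM. The correlation of expression with gene length per fish did not separate FM from SBM (exact permutation test, two-sided p = 0.114, n = 4 fish per diet), and the correlation of length with the log2 fold change across 28930 genes was -0.0455. The log2 total counts gave the same exact p of 0.114. A correlation of this size leaves little of the change to gene length. In simulated data with the totals of the real fish, the quasi-likelihood test made 9 wrong calls for FM|SBM. Differing totals alone did not give 125 under the count model of the simulation, which cannot exclude an effect of library size in the real fish. Of the explanations weighed, the FM|SBM difference cannot be told apart from the amount of erythroid RNA for an unknown part of the genes. A part of library size was left open as well.

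The log2 fold changes of FM|SBM and ACJ|SBM had a correlation of 0.623 across 28930 genes, and both use the same SBM fish. When each comparison was given its own 2 SBM fish, in the 6 ways this can be done, the correlation was between 0.104 and 0.355, with a mean of 0.271. On simulated data without a common change, it fell from 0.464 to -0.0245. The similarity of FM and ACJ relative to SBM may thus come in part from the shared SBM fish. A correlation above the simulated one was left in all 6 divisions, and this remainder was not tested against chance.

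For ACJ|SBM, 0 genes were called in the 16-fish model and 8 with only the 8 fish. A candidate explanation is the spread between fish, which enters the 16-fish model as a common estimate. The common biological coefficient of variation was 0.203 within FM, 0.194 within SBM, 0.216 within ICJ and 0.181 within ACJ, and the mean of FM and ICJ was 1.116 times that of ACJ and SBM. This is consistent with a larger estimate of the spread in the 16-fish model than in the fish compared.

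According to the paper's methods, proteins were measured by ELISA in 6 fish per diet and RNA in 4 others. The protein values are not analysed here. The paper reports less TNFα protein in ACJ than in SBM. The transcript LOC100136509 had 5.02 ± 2.28 CPM in FM and 5.09 ± 2.17 in ICJ (SD, n = 4 fish), and was higher in ACJ, with a smallest adjusted p over the 6 comparisons of 0.196, for ACJ|FM, from edgeR's quasi-likelihood test. For ACJ|SBM, DESeq2 on only 8 fish, a setting added after seeing the data, gave it an adjusted p of 0.0471. The paper reports more MHC II protein in both yeast diets than in FM, and cd74a (LOC106604844), which encodes the invariant chain of MHC II, had 4668 ± 633 CPM in FM, 5369 ± 457 in SBM, 5905 ± 416 in ICJ and 5604 ± 104 in ACJ (SD, n = 4), with a smallest adjusted p of 0.143 from the quasi-likelihood test. The paper reports less ZBTB46 protein in both yeast diets than in FM and SBM, and zbtb46 had 34.4 ± 3.93 CPM in FM, 29.3 ± 8.47 in SBM, 27.2 ± 8.26 in ICJ and 23.1 ± 7.21 in ACJ (SD, n = 4), with a smallest adjusted p of 0.324. For CD3 and IgM the paper reports no difference, and the smallest adjusted p was 0.836 for cd3e. The IgM gene LOC106597540 had 38.6 ± 14.8 CPM in FM, 19.9 ± 6.91 in SBM, 22.3 ± 9.93 in ICJ and 19.4 ± 7.85 in ACJ (SD, n = 4), with a smallest adjusted p of 0.289, for ACJ|FM (log2 fold change -0.97). None of these genes was a DEG in the quasi-likelihood test.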
